# Gene Expression Profiling of a Hypoxic Seizure Model of Epilepsy Suggests a Role for mTOR and Wnt Signaling in Epileptogenesis

**DOI:** 10.1371/journal.pone.0074428

**Published:** 2013-09-27

**Authors:** Joachim Theilhaber, Sanjay N. Rakhade, Judy Sudhalter, Nayantara Kothari, Peter Klein, Jack Pollard, Frances E. Jensen

## Abstract

Microarray profiling was used to investigate gene expression in the hypoxic seizure model of acquired epilepsy in the rat, with the aim of characterizing functional pathways which are persistently activated or repressed during epileptogenesis. Hippocampal and cortical tissues were transcriptionally profiled over a one week period following an initial series of seizures induced by mild hypoxia at post-natal day 10 (P10), and the gene expression data was then analyzed with a focus on gene set enrichment analysis, an approach which emphasizes regulation of entire pathways rather than of individual genes. Animals were subjected to one of three conditions: a control with no hypoxia, hypoxic seizures, and hypoxic seizures followed by treatment with the AMPAR antagonist NBQX, a compound currently proposed to be a modulator of epileptogenesis. While temporal gene expression in the control samples was found to be consistent with known processes of neuronal maturation in the rat for the given time window, the hypoxic seizure response was found to be enriched for components of the PI3K/mTOR and Wnt signaling pathways, alongside gene sets representative of glutamatergic, synaptic and axonal processes, perhaps regulated as a downstream consequence of activation of these pathways. Wnt signaling components were also found enriched in the more specifically epileptogenic NBQX-responsive gene set. While activation of the mTOR pathway is consistent with its known role in epileptogenesis and strengthens the case for mTOR or PI3K pathway inhibitors as potential anti-epileptogenic drugs, investigation of the role of Wnt signaling and the effect of appropriate inhibitors might offer a parallel avenue of research toward anti-epileptogenic treatment of epilepsy.

## Introduction

Epilepsy is a widespread neurological disorder affecting as many as 3% of all individuals at some point in their lives, with about 30% of chronic epileptic patients refractory to drugs, and with many patients experiencing apparently progressive forms of the disease [1]. While historically attention has been focused on controlling the acute symptoms of the disease, more recently emphasis has also been placed on understanding the underlying process of epileptogenesis, that is, the molecular and structural changes that occur in brain tissue, sometimes over extended periods of time of months or years, and which eventually lead to the epileptic state [2]. This new “disease-modifying” focus might eventually provide for a more rational approach to treatment of the disorder, in which one deals with the underlying condition rather than just its symptoms, and concomitantly may reveal a greater number and variety of molecular targets for intervention than the ones currently affected by known anti-epileptic drugs.

To help apprehend the molecular changes underlying epilepsy, and hence identify potential molecular targets for intervention, several microarray-based gene expression profiling studies have been conducted in the past few years [3], [4], [5], [6], [7]. These have generally been based on rodent models of epilepsy, in which for instance pilocarpine or kainate were used to induce seizures [8], following which dissected brain tissues were transcriptionally profiled. Taken together, these studies have led to the identification of a large and generally consistent set of genes, differentially regulated in an epileptic context [9]. However, arguably most of these studies measured only the acute transcriptional response to seizures, and did not characterize differential gene expression during epileptogenesis, because profiling was either done shortly after induced seizures, or was performed in models in which epileptogenesis has not been documented as yet. While recent profiling studies have more appropriately addressed epileptogenic processes [10], [11], [12], identifying genes regulated in chronic or longer-term settings, a multiplicity of models will doubtless be required for understanding of the mechanisms underlying epileptogenesis.

In this context, a rodent model using acute hypoxia-induced neonatal seizures in post-natal day 10 (P10) rats to generate long-term chronic epilepsy [13], [14] appeared particularly well suited for a gene expression study of epileptogenesis. This “hypoxic seizure” model, which has already been extensively characterized phenotypically, results in long term increases in neuronal excitability, seizure susceptibility, and eventually gives rise to spontaneous seizures [15]. Furthermore, a number of pharmacological agents, including AMPA receptor antagonist NBQX, and mTOR inhibitor rapamycin [16], [17], [18], have been clearly identified as anti-epileptogenic in this model when they are applied in a critical time-widow following the initial event of hypoxia-induced seizures.

We set out to transcriptionally characterize the hypoxic seizure model, by profiling by microarray over a one week period hippocampal and cortical tissues of a series of rats subjected to an initial event of hypoxic seizures at P10 (with a control series of sham-treated animals generated in parallel). Profiling was also performed on a series of animals in which anti-epileptogenic NBQX treatment was applied following the initial hypoxic seizure event. Brain tissues were collected and profiled at a set of time points from 1 hour to 1 week following the hypoxic seizures, sampling being designed to capture both acute and long-term transcriptional changes in response to the initial seizures, with the expectation that long-term changes in gene expression reflect the ongoing epileptogenic process, and hence may inform on its mechanisms.

Our analysis of the resulting expression data consisted of three parts. First we examined normal, developmentally-regulated changes in gene expression in the control animals. This analysis provided a “reality check” on the experimental system, by confirming induction or repression of genes participating in known neuronal differentiation processes, and also provided a measure of novelty, as the P10–P17 developmental period in the rat had not been previously analyzed by microarray profiling. Second, we examined the differential response to hypoxic seizures, finding a set of genes and associated pathways which participate in the long-term, persistent consequences of hypoxic seizures. Third, we determined the subset of these genes which also respond to NBQX administered after the initial hypoxic event, these genes being potentially more closely implicated in epileptogenic processes. In these analyses, we systematically used gene set enrichment analysis, which emphasized discovery of relevant pathways and functional categories, rather than just of individual genes.

## Results

### Experimental design of the epileptogenesis model

The experimental design of the model for hypoxia-induced epileptogenesis is shown in Figure 1A. Cohorts of P10 rat pups were subjected to one of three experimental conditions: 1) a baseline control treatment, with no induction of hypoxic seizures (noHS), 2) a treatment with hypoxic shock inducing seizures (HS) in which each animal underwent a 15 minutes passage at 5% O_2_, and 3) a treatment with hypoxic shock, followed by four intra-peritoneal injections of NBQX over a 48 h period, starting at 30 minutes post-hypoxia (HS+NBQX). Control vehicle injections of DMSO were performed for the animals under the noHS and HS conditions. For the animals undergoing hypoxia, a mean number of 10.6 (se ±2.8) seizures were observed during the 15 minute hypoxic interval. 

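A seizure count was recorded as a number for 46 of the 48 hypoxic pups whose tissue was profiled. They had 10.48 ± 2.90 seizures (mean ± SD, n = 46), with a standard error of 0.427 and a range of 5 to 17. The pups of the HS group had 11.48 ± 3.04 seizures (SD, n = 21), and those that afterwards received NBQX had 9.64 ± 2.53 (SD, n = 25). NBQX was first given after the hypoxic interval, so this difference of 1.836 seizures was present before the drug. Its p was 0.0357 in a two-sided permutation test and 0.0714 after Benjamini-Hochberg adjustment over the 2 seizure measures compared, so it did not pass at 0.05. The 2 other HS pups carry only the entry of more than 5 seizures. With both counted as 6, the mean was 10.29 ± 2.97 (SD, n = 48).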

For each treatment condition, cohorts of 4 to 6 rat pups were killed at five sampling times spanning 1 hour to 1 week post-hypoxia (1 h, 6 h, 12 h, 48 h, 168 h post-hypoxia), for a total of 75 animals sacrificed. Whole cortex and hippocampi were extracted from the sacrificed animals and separately profiled on two Affymetrix high-throughput plate microarrays (see Methods), resulting in a total of 142 gene expression profiles after quality-control (File S1). 

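The profiles are 142 arrays, each hybridised with the RNA of 1 tissue from 1 rat pup and called a library here. They come from 74 pups of 11 litters, of which 68 pups gave both tissues and 6 gave 1 tissue. In hippocampus there are 24 noHS, 23 HS and 23 HS+NBQX libraries, and in cortex 25, 23 and 24, with 4 to 6 pups for each treatment and time. A litter belongs to 1 time. The array measures 24249 probe sets, each a group of short oligonucleotides against the transcripts of 1 gene or, for some, of several. The authors summarised the scans with the MAS5 algorithm and rescaled each array linearly to a common upper quartile of the intensities called present, so the deposited intensities are linear and already normalized. The median intensity of a library lay between 63.8 and 79.9, and the upper quartile over all its probe sets between 272 and 323. The 97 intensities at or below 0 (0.0028% of all) were set to the smallest positive intensity, 0.0526, and the values were taken to log2 with no further scaling. Each comparison was fitted with limma on its own libraries, with 1 mean per treatment and time. A probe set is called where limma's Benjamini-Hochberg adjusted p over all probe sets is under 0.05. The number of arrays limits the precision. In arrays simulated with the groups and spread of the HS and noHS hippocampus, the test recovered 70 of 100 probe sets changed by 0.5 on the log2 scale and 82 of 100 changed by 1. The files do not pair probe sets with genes, so counts are of probe sets, and genes are named only beside values of the paper's own tables. The tissues lie mostly on separate plates, and each plate column holds 1 treatment. Results with the plate column as a random block (duplicateCorrelation in limma) are therefore given beside the treatment comparisons.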

The data for the study have been deposited in the Gene Expression Omnibus [19], under data set GSE44903.

**Figure 1:**
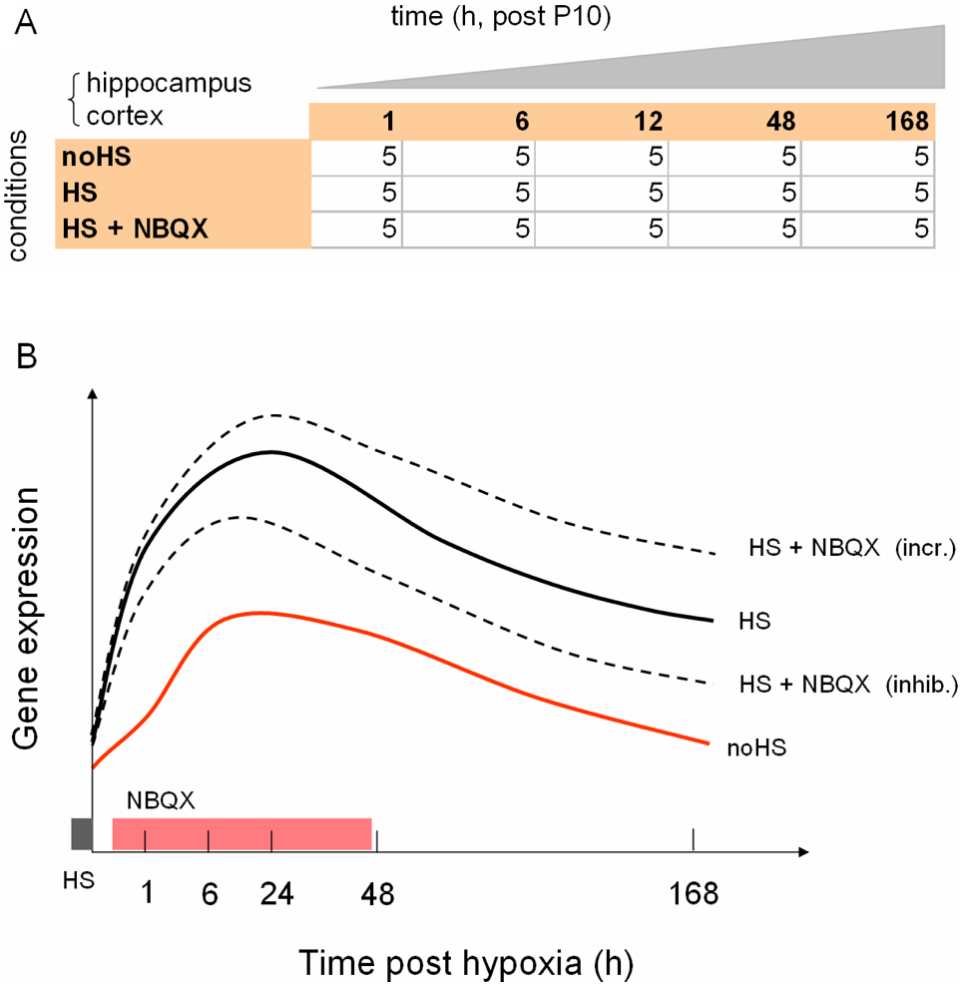
Experimental design for profiling of the hypoxic seizure model. A. Factorial table showing the average number of replicates per combination of treatment condition and sampling time (hours, post P10) for each tissue separately, for a total of 144 samples profiled; noHS  =  no hypoxic seizures induced (baseline condition), HS  =  hypoxic seizures induced at t = 0 h, HS + NBQX  =  hypoxic seizures induced at t = 0 h, followed by four IP administrations of NBQX over a 48 h period. Control vehicle injections were performed at the same times over the same 48 h period under the noHS and HS treatments. B. Cartoon indicating the location of the sampling times and the duration of hypoxic shock (gray bar) and NBQX (rose bar) treatments, alongside hypothetical gene expression profiles for a developmentally modulated gene which also shows persistent activation after hypoxia-induced seizures (HS profile) relative to the baseline (noHS profile). Two possible responses to NBQX treatment are indicated (increase or decrease).

As a guide for the data analyses, we used the cartoon in Figure 1B, which suggests the behavior of a gene under the given experimental conditions. 1) Under baseline conditions with no induction of hypoxic seizures (red line, “noHS”), the gene undergoes solely developmentally-regulated expression. 2) Under the time course following hypoxic seizures (black line, “HS”) the gene is for instance induced relative to baseline, and its expression level remains higher one week later. 3) With in addition NBQX treatment following hypoxic seizures (dashed lines, “HS+NBQX”), two possible outcomes are indicated, differential inhibition (inhi.) or further increase (incr.) of the hypoxic seizure response. The responses indicated in Figure 1B are expected to roughly correspond to effects of decreasing magnitude, with strong modulation due to developmental effects, weaker differential response due to hypoxic seizures, and yet weaker differential response due to additional treatment with NBQX.

### The developmental time course for post P10 neuronal tissues is consistent with known neuronal maturation processes

We first examined the baseline, developmentally-regulated gene expression profiles, as these were obtained for a time interval in neuronal development not generally studied by microarray profiling. Thus in Figure 2, the P10–P17 developmental time courses, for both hippocampal and cortical tissues, are displayed as heat maps based on the thousand genes with most significant variation across all time points and all samples [in the figure, genes correspond to rows and samples to columns, with rows clustered in accordance to the similarity of their expression profiles (see Methods)]. 

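Between the 1 h and the 168 h sampling time of the noHS pups, expression differed broadly in both tissues. Each of these times had its own 2 litters and its own plate columns, so age cannot be told apart from litter or column. In hippocampus 4196 probe sets differed between 168 h and 1 h, 2089 higher and 2107 lower at 168 h, at an adjusted p under 0.05 from limma. In cortex 6252 differed, 2655 higher and 3597 lower. The difference was over 2-fold for 738 of these in hippocampus and 1110 in cortex. Fewer probe sets were called between the earlier times and 1 h: in hippocampus limma called 0 probe sets at 6 h and 0 at 12 h (1121 and 1443 at an unadjusted p under 0.05) and 15 at 48 h, and in cortex 0 at 6 h (1737 unadjusted), 128 at 12 h and 694 at 48 h. Among the called probe sets, 1380329_AT rose in hippocampus to 8.84 ± 0.42 (SD, n = 5) on the log2 scale at 168 h (adjusted p = 1.29e-09 from limma). Its mean at 1 h, 1.50 ± 1.97 (SD, n = 5), lay far below the library medians, so the size of the rise is uncertain, with a log2 difference of 7.34 as deposited and of 3.74 with a pseudocount of 32. In cortex 1387040_AT rose from 4.99 ± 0.78 (SD, n = 4) to 10.14 ± 0.24 (SD, n = 5), a log2 difference of 5.14 (standard error 0.386, adjusted p = 1.35e-10 from limma). Without the 168 h litter whose libraries lie on the plate of the other tissue, 2575 probe sets were called in hippocampus. The split of higher and lower calls moved with the setting, to 3614 and 2413 in cortex with every array shifted to the same median, 3201 and 3189 there with quantile normalization, and 2191 and 2077 in hippocampus with a pseudocount of 32.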

Biological replicates within each group are separately presented in Figure 2, where it can be seen that the multiple profiles corresponding to each time point form stripes of similar color and intensity, indicating that overall good biological replicate concordance was achieved in the experiment.

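Libraries of the same tissue, treatment and time were close to each other. Over all probe sets, the log2 intensities of the 270 pairs of libraries from 1 group had a Pearson correlation of 0.9385 to 0.9723, with a median of 0.9579. Pairs from different groups of the same tissue had a median of 0.9542, and pairs from different tissues had a median of 0.9449. These correlations are across probe sets, which are not independent replicates. The SD between replicates, taken as the median over the probe sets of 30 groups, was 0.282 on the log2 scale. It was 0.196 for the brightest 60% of the probe sets and 0.809 for the dimmest 40%. No 2 libraries held identical values.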

**Figure 2:**
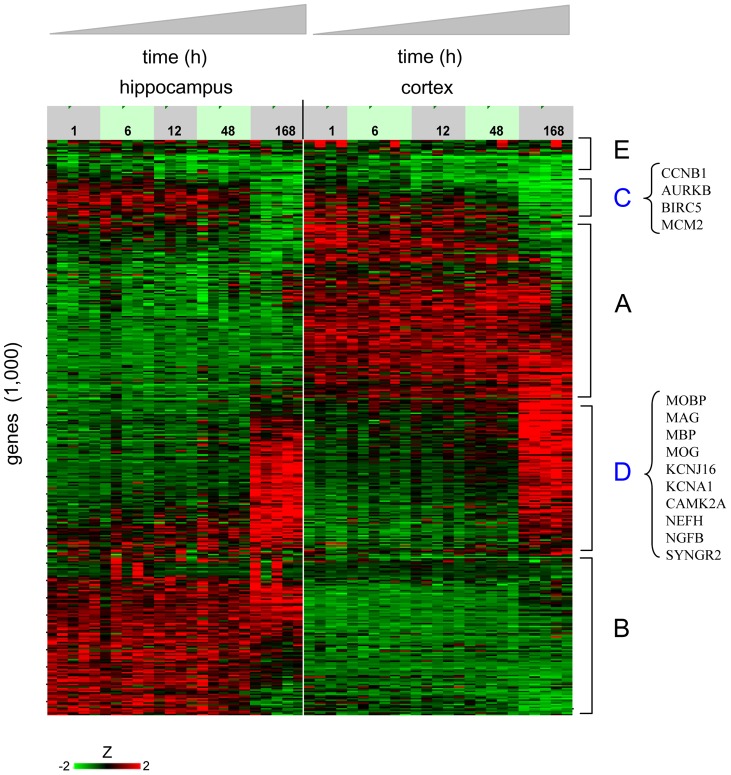
Baseline developmental time courses show tissue-specific as well as common gene expression patterns. Gene expression profiles are displayed for hippocampus (left) and cortex (right), over the time period P10–17. Clustered expression intensities standardized to Z-scores are shown for the thousand genes with most significant variation across all samples. The color scale saturates at Z = ±2. Cluster A: genes with expression specific to cortex; B: genes with expression specific to hippocampus; C: set of genes repressed in time in both tissues, containing many genes for cellular proliferation control; D: set of genes induced in time in both tissues, containing many genes specifying mature neuronal lineages; E: common set of genes with no significant changes of expression.

The profiles in Figure 2 can be approximately grouped into five clusters, A–E. Two of the clusters (A, B) contain genes with expression specific to cortex and hippocampus respectively, with corresponding bright red regions in the heat map occurring specifically for each of these tissues. 

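Hippocampus and cortex differed in a large part of the probe sets. Over the 5 times of the noHS pups, 12557 probe sets (51.8%) differed, 5307 higher in hippocampus and 7250 higher in cortex, at an adjusted p under 0.05 from limma (6149 and 5868 with quantile normalization, and 6016 and 6374 with every array shifted to the same median). A difference over 2-fold was found for 975, with 273 higher in hippocampus and 702 higher in cortex. Of the called probe sets that differed the same way at all 5 times, 1388219_AT was higher in hippocampus, at 6.63 ± 0.35 (SD, n = 24) on the log2 scale against 2.67 ± 0.80 (SD, n = 25) in cortex (adjusted p = 2.18e-25 from limma). Probe set 1387981_AT was higher in cortex, at 6.96 ± 0.73 (SD, n = 25) against 3.06 ± 1.57 (SD, n = 24) in hippocampus (adjusted p = 2.26e-19 from limma). The lower mean of each lies far below the library medians, and with a pseudocount of 32 their log2 differences of 3.97 and -3.90 shrank to 1.75 and -1.85. All 24 hippocampal libraries lay outside the range of the cortical libraries for both probe sets. Each tissue was hybridised on its own plate, except for 1 litter of 168 h with 13 libraries on the plate of the other tissue. With the plate as a fixed factor, a choice made after the values were seen and one that rests on the 4 noHS libraries of that litter, 2086 probe sets were called, 1056 higher in hippocampus and 1030 higher in cortex, and with all 3 treatments in one fit, where all 13 carry the plate, 4842 were, 2072 and 2770. Both named probe sets were among the calls with noHS alone, with adjusted p-values of 3.03e-14 and 3.7e-07 from limma.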

Two other clusters (C, D, blue lettering), contain genes with common temporal pattern of expression in both tissues, with repression over time occurring in cluster C and induction in cluster D. Casual inspection of these clusters shows that cluster C contains numerous genes associated with cellular proliferation (such as cyclin B1, aurora B kinase or MCM2), with expression strongly down-regulated by the final time point P17. 

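Many of the changes over development were shared by the tissues. Of the probe sets called between 168 h and 1 h in both hippocampus and cortex of the noHS pups, 1289 were higher at 168 h in both, 1375 were lower in both and 17 went opposite ways. Independent lists of these sizes would share 229 higher and 313 lower probe sets. Probe set 1374762_AT fell in both tissues. In hippocampus it went from 8.67 ± 0.41 (SD, n = 5) to 5.87 ± 0.26 (SD, n = 5) on the log2 scale, a fall of 6.94-fold (adjusted p = 1.04e-10 from limma). In cortex it went from 8.55 ± 0.36 (SD, n = 4) to 4.57 ± 0.65 (SD, n = 5), a log2 difference of -3.98 (adjusted p = 6e-11 from limma) that was -2.84 with a pseudocount of 32. Probe set 1370214_AT, among the largest rises in cortex, went from 5.51 ± 0.71 (SD, n = 4) to 10.00 ± 0.13 (SD, n = 5), a log2 difference of 4.49 (adjusted p = 3.94e-11 from limma) that was 3.74 with the same pseudocount. Over all probe sets, the log2 differences of the tissues had a correlation of 0.434, taken across probe sets. Most pups gave both tissues, and litter and plate column changed with time alike in both, so the tissues are not independent samples.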

Cluster D contains numerous genes specific to mature neuronal or glial cells (such as neurofilament NEFH, nerve growth factor NFGB, or oligodendrocytic myelination markers MBP or MOG), with expression strongly up-regulated by the final time point P17. The small cluster E contains genes common to both tissues, but which do not show marked temporal changes.

To mathematically quantify which functional pathways are significantly modulated in the developmental time course, we performed a gene set enrichment analysis, using a curated collection of neuronally-relevant gene sets. For each gene set considered, enrichments were computed for each of the profiles of log2 ratios of expression at times 6, 12, 48 and 168 h relative to expression at the 1 h time point, using a “regulated” Kolmogorov-Smirnov (KS) analysis, which generates a P-value, “left” and “right” enrichments scores C_L_ and C_R_, and a distributional plot (KS plot) of log2 ratio values for gene set members relative to the profile being investigated (see Methods).

As already suggested by inspection of Figure 2, gene sets representative of cell cycle were found to be significantly down-regulated over time. This can be seen for a cellular proliferation gene set (Figure 3), where statistically significant (P = 2.6×10^−4^) and large (C_R_ = 11.3) negative enrichment is observed at t = 168 h, with for instance strong down-regulation of MYC, MYCN, cyclin A2 (CCNA2), and mini-chromosome maintenance (MCM) genes; for a mitotic processes gene set (Figure S1 in File S9, P<10^−5^, C_R_ = 9.3 at t = 168 h), with strong down-regulation of chromosomal passenger genes survivin and aurora kinase B and of mitotic cyclins B1 and B2; and finally for a gene set containing targets of the proliferation-inducing sonic-hedgehog [20] (Figure S2 in File S9, P<10^−5^, C_R_ = 12.6 at t = 168 h).

**Figure 3:**
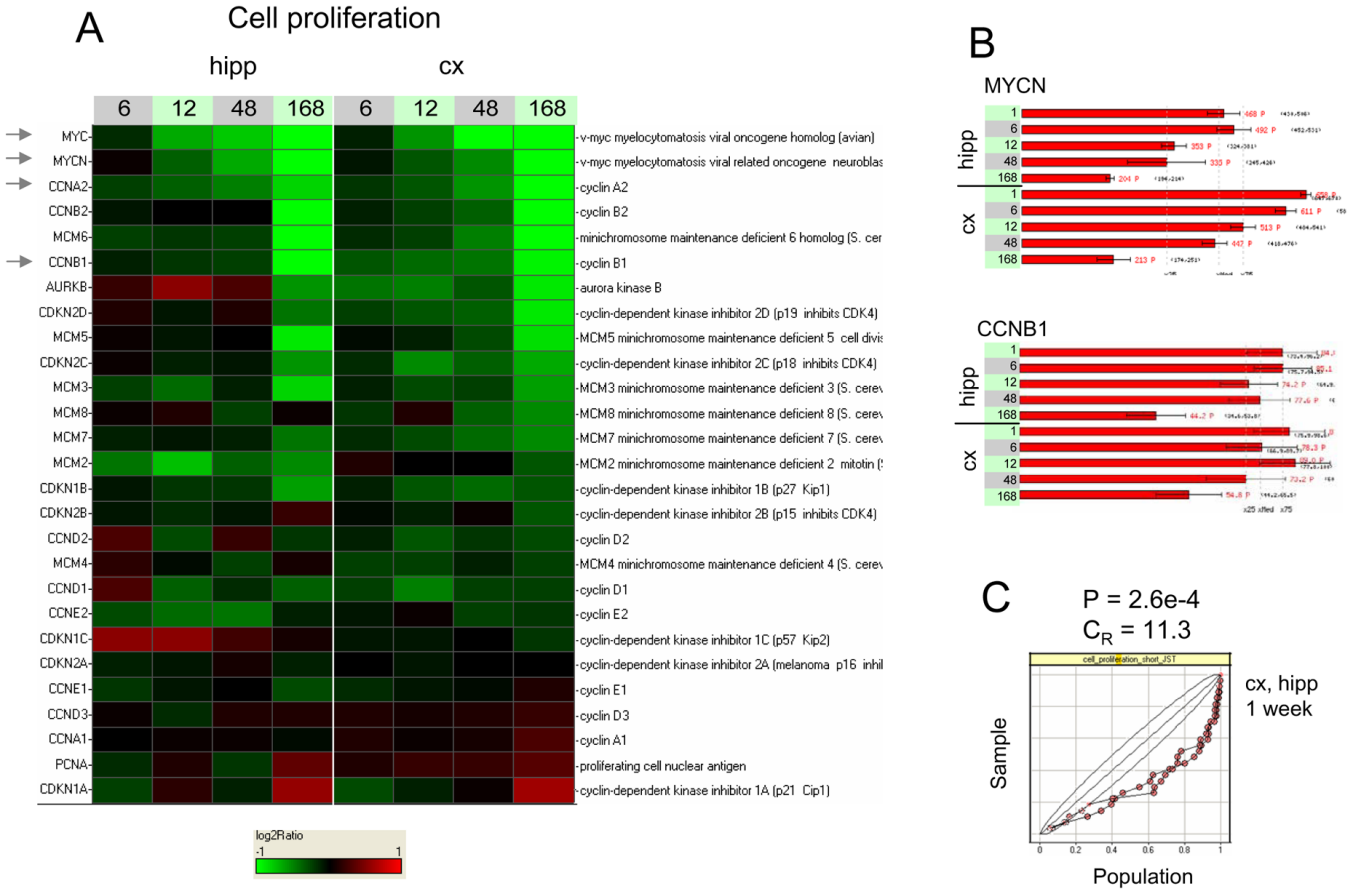
A cellular proliferation gene set shows strong repression under baseline developmental conditions. A. Log2-ratios of gene expression relative to the 1 h time point, in each tissue separately, are displayed as a heat map, with sampling times post-P10 indicated in hours. Colors saturate for log2-ratio  = ±1. Almost all members of this manually curated gene set representing cellular proliferation are repressed over time. B. Detailed intensity profiles for MYCN and cyclin B1 (CCNB1) showing strong repression at t = 1 week. C. KS plot showing the distribution of the log2-ratios at t = 1 week for both tissues. P-value and enrichment are reported for hippocampus only. Hipp  =  hippocampus, cx  =  cortex. The arrows point to some of the genes referred to in the main text.

Next focusing on characterization of neuronal lineages, and first looking at gene sets representative of progenitors cells, we found that a gene set for neuronal stem cells was negatively enriched over time (File S9 in File S9, P = 1.6×10^−2^, C_R_ = 8.6 at t = 168 h), with in particular repression of markers nestin and CD24. A related gene set for neuronal and glial cell progenitors (Figure S4 in File S9) showed statistically marginal negative enrichment (P = 6.7×10^−2^) but with overall repression of its markers (C_R_ = 1.9 at t = 168 h), including strong down-regulation of the neuronal precursor migration gene doublecortin (DCX). In logical coordination with the observed repression of gene sets for neuronal precursors, gene sets for the mature neuronal lineages were found to be induced. Thus two overlapping gene sets for neurons (Figure S5, Figure S6 in File S9) showed moderate but statistically significant positive enrichments (P = 2.0×10^−2^, C_L_ = 1.9; P<10^−5^, C_L_ = 2.7 respectively). Consistently with maturation of neurons, a collection of synaptic structure genes (File S7, Figure S7 in File S9) displayed moderate enrichment over one week's time (P = 2.1×10^−2^, C_L_ = 1.6). Most prominent were induction of genes for pre-synaptic proteins such as vesicular glutamate transporter VGLUT1, synapsin 2 and VAMP1, and for post-synaptic scaffolding proteins such as HOMER1 and SHANK3. Developmental changes in gene expression for selected neuronal receptors are further described in File S7 (Figure S10- Figure S12 in File S9).

Regarding the glial cell lineages, a gene set containing astrocytic markers (Figure S8 in File S9) was more strongly and positively enriched (P = 1.2×10^−4^, C_L_ = 3.7 at t = 168 h) than any of the neuronal gene sets, with induction of connexin 30 (GJB6), glutamine synthetase (GLUL) and the glutamate transporter GLT-1 driving the enrichment. Finally, gene sets for the oligodendrocytic lineage showed the most dramatic enrichments of all the lineage markers: a manually curated list of oligodendrocytic markers (Figure 4) showed an extremely large, positive enrichment at one week's time (P<10^−5^, C_L_ = 138), driven by very strong and coordinate up-regulation of canonical myelination markers such as MBP, MAG, MOG, and MOBP. An empirically-derived set of oligodendrocytic markers [21] also showed very strong positive enrichment at one week's time (Figure S9 in File S9, P<10^−5^, C_L_ = 16.5).

**Figure 4:**
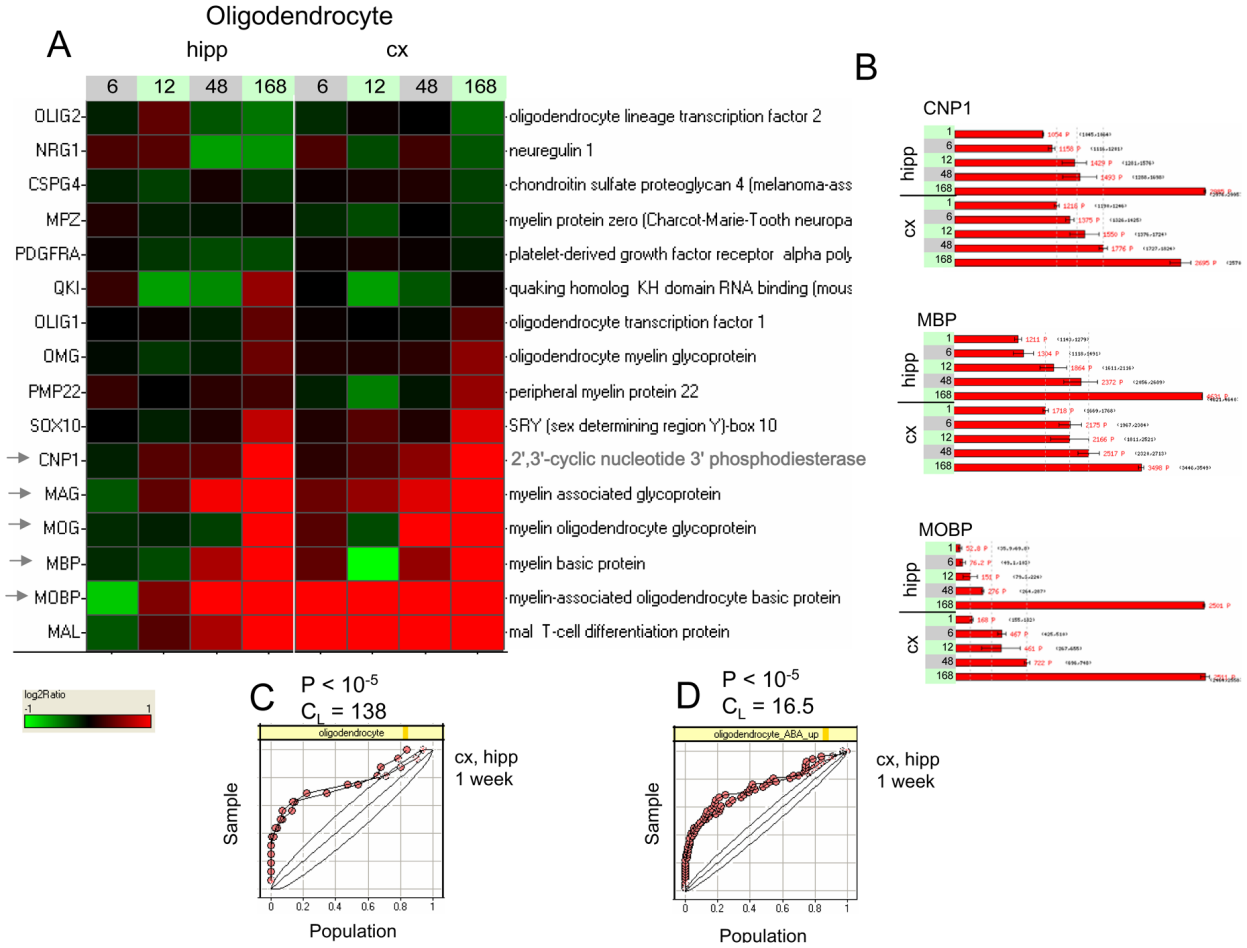
A gene set containing a set of oligodendrocytic markers is strongly induced under baseline developmental conditions. Gene expression profiles are shown for a manually curated set of oligodendrocytic markers. A. Heat map of gene profiles, showing very strong induction of several genes, including myelin basic protein (MBP), myelin associated glycoprotein (MAG), myelin oligodendrocyte glycoprotein (MOG) and myelin-associated oligodendrocyte basic protein (MOBP). B. Detailed intensity profiles for 2′,3′-cyclic nucleotide 3′ phosphodiesterase (CNP1), MBP and MOBP. C. KS plot showing the distribution of the log2-ratios at t = 1 week for both tissues, with very marked leading edges. D. KS plot for an independent empirically determined gene set of oligodendrocytic markers [21] (Figure S9 in File S9), also showing large positive enrichment. See Figure 3 for key to figure color and scale details.

The down-regulation of genes for cellular proliferation and for neuronal precursors, and the concomitant up-regulation of genes for mature neuronal lineages, as noted above, is consistent with the differentiation processes known to take place over this period of time in both hippocampal and cortical tissues [22]. Furthermore, the relative ranking of gene set enrichments observed here, schematically *C*_neurons_ < *C*_astrocytes_ << *C*_oligodendrocytes_ where *C* denotes enrichment, is consistent with the known order of neuronal maturation processes [22], with neurons at P10 already partially differentiated, glial cells more immature and still strongly differentiating, and myelination processes in oligodendrocytes especially prominent in the time interval P10–P17.

### The hypoxic seizure response gene set is enriched in Wnt and mTOR pathway components

We next examined the set of genes with persistent changes in expression post-hypoxia, relative to the baseline normoxic conditions, these genes defining the “hypoxic seizure (HS) response set”. To that end, two-way analyses of variance were separately performed on the hippocampal and cortical gene expression profiles to find microarray probe sets measuring statistically significant effects under HS relative to baseline conditions, after which probe sets were mapped to genes (see Methods). 

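Hypoxic seizures were followed by changes in many probe sets of both tissues. Averaged over the 5 times, 5220 probe sets differed between HS and noHS in hippocampus, 2818 higher and 2402 lower in HS, at an adjusted p under 0.05 from limma. In cortex 7062 differed, 3169 higher and 3893 lower. In both tissues 2040 were higher in HS and 1501 were lower, while 4 went opposite ways. Independent lists of these sizes would share 368 higher and 386 lower probe sets. Most pups gave both tissues, and the libraries of a pup mostly lie in the same plate column, so the tissues are not independent samples. Of the called probe sets with the same direction at all 5 times, 1394160_AT had the largest rise in hippocampus, at 7.85 ± 0.44 (SD, n = 23) on the log2 scale in HS and 5.82 ± 0.56 (SD, n = 24) in noHS. This is a 4.09-fold difference (log2 difference 2.03, standard error 0.112, adjusted p = 1.24e-18 from limma), and all 23 HS libraries lay above every noHS library. In cortex the same probe set was 3.39-fold higher in HS (log2 difference 1.76, standard error 0.105, adjusted p = 5.53e-18 from limma), with 21 of 23 HS libraries above every noHS library. A difference between the tissues in the size of the response was called for 22 probe sets. The log2 difference between HS and noHS was higher in hippocampus than in cortex for 6 of them and lower for 16 (2 and 10 with every array shifted to the same median). The count of 22 moved to 8 with quantile normalization and to 17 to 43 with 1 library left out, and was far higher with array weights.

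**Figure D1:**
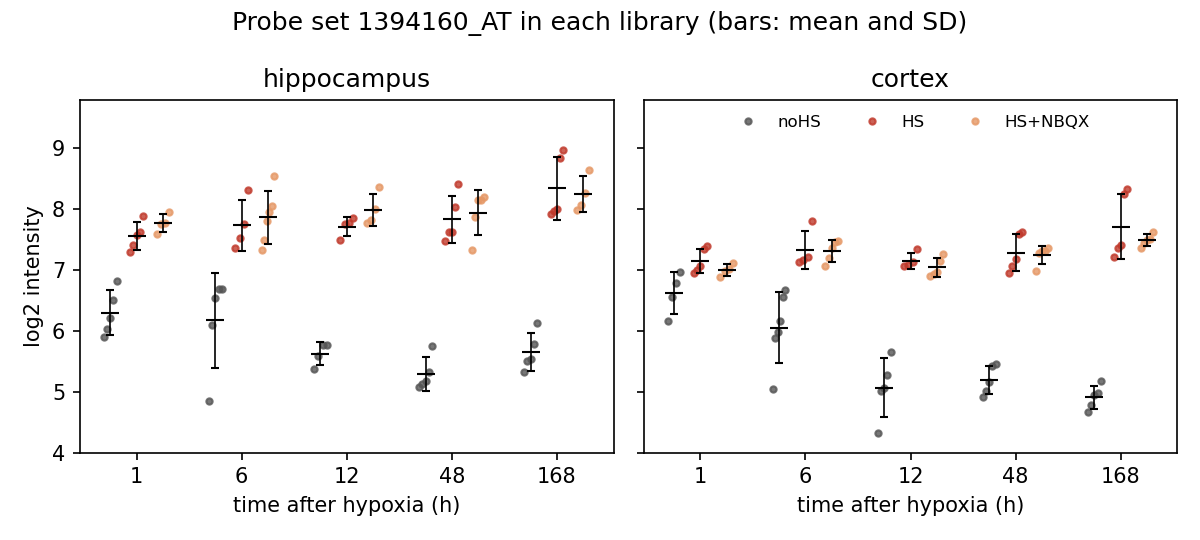
Log2 intensity of probe set 1394160_AT in every library, by time after hypoxia in hours, with hippocampus on the left and cortex on the right. Each point is 1 library, in grey for noHS, red for HS and orange for HS+NBQX, and the black bars are the mean and SD of each group. In hippocampus all 23 HS libraries lie above all 24 noHS libraries.

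With the plate column as a random block, 2773 probe sets were called in hippocampus, 3526 in cortex (1862 higher and 1664 lower in HS) and 1800 in both tissues in the same direction. With every array shifted to the same median, the calls split into 2377 higher and 3549 lower in hippocampus (2687 and 2877 with quantile normalization), and into 1755 higher and 2242 lower among those shared by the tissues.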

Sets of 1,049 and 969 genes (out of the total of 14,405 represented on the microarray), were found to be modulated in hippocampus and cortex, respectively, the intersection of the two sets consisting of 619 genes, a highly significant number (P<10^−9^) (Figure 5A). The non-redundant union of the two sets, containing a total of 1,399 genes, defines the HS response set (File S2). A heat map of the clustered, log2-transformed ratios of intensities, HS versus matched normoxic control, for the HS response set is shown in Figure 6. It can be seen that the temporal profile of the differential response is similar for all genes, with early induction at 1 h and moderate peak at 12 h, and is also similar between cortex and hippocampus. 

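In cortex more probe sets were higher in HS at 12 h than at any other time. In hippocampus the order of 12 h and 48 h depended on the setting. More were higher at 12 h as the authors scaled the arrays, while more were higher at 48 h with quantile normalization (704 against 577 at 12 h), a common median (576 against 477), the plate column as a random block (403 against 389), all 3 treatments in one fit (858 against 842) and the methods' t-test (67 against 39, with 134 at 168 h). In hippocampus 388 probe sets were higher in HS and 101 lower at 1 h, 130 and 15 at 6 h, 709 and 83 at 12 h, 635 and 256 at 48 h, and 480 and 103 at 168 h, at an adjusted p under 0.05 from limma with the authors' scaling. In cortex 562 were higher and 982 lower at 1 h, 480 and 559 at 6 h, 1037 and 306 at 12 h, 611 and 256 at 48 h, and 796 and 323 at 168 h. A test of whether the HS response changed over the 5 times (limma's F test of the treatment-by-time terms) called 0 probe sets in hippocampus (956 at an unadjusted p under 0.05) and 18 in cortex. Across all probe sets, the log2 differences averaged over time had a correlation of 0.489 between the tissues, which come mostly from the same pups and plate columns.

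**Figure D2:**
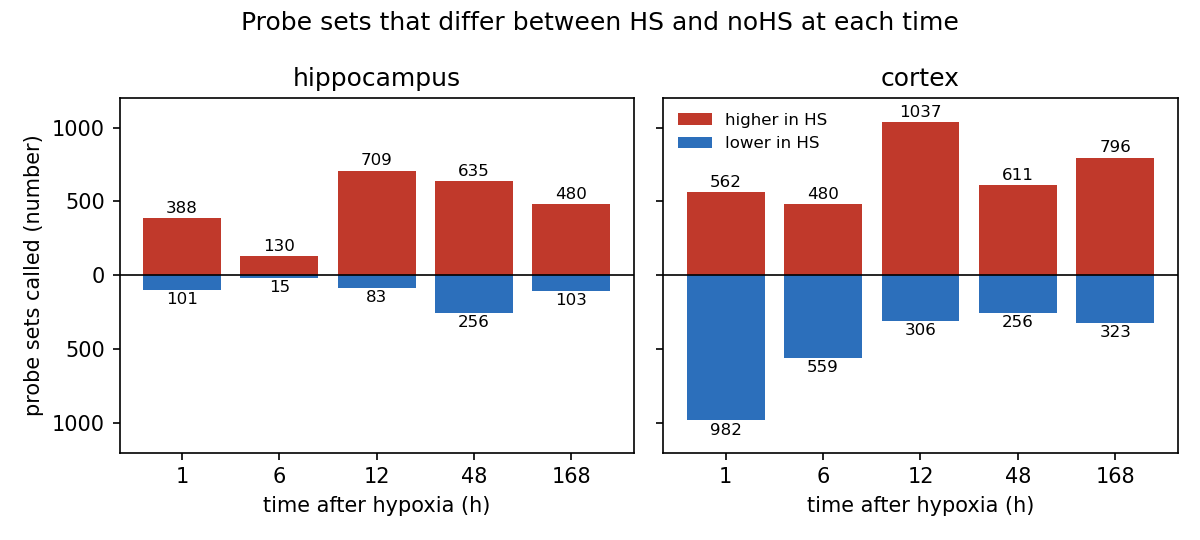
Number of probe sets called between HS and noHS at each time after hypoxia in hours, with hippocampus on the left and cortex on the right. Red bars above 0 count probe sets higher in HS and blue bars below 0 count those lower in HS. The tallest red bars stand at 12 h, with 709 probe sets in hippocampus and 1037 in cortex.

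With the plate column as a random block, the calls from 1 h to 168 h numbered 152, 59, 412, 502 and 313 in hippocampus and 376, 308, 539, 373 and 461 in cortex. Another scaling moved the split of higher and lower calls. With every array shifted to the same median it was 266 and 118 at 1 h, 180 were lower at 12 h, and it was 309 and 266 at 168 h in hippocampus, and 611 and 419 at 1 h, 753 and 751 at 12 h, and 540 and 502 at 168 h in cortex. With quantile normalization it was 612 and 433 at 1 h and 586 and 316 at 6 h in cortex. At 168 h, without the litter on the plate of the other tissue, 136 probe sets were called in hippocampus and 350 in cortex, and 5 of 100 groupings of the cortical libraries, the real one included, gave at least 1119 calls.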

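The probe sets that were higher in HS changed by more than those that were lower. Averaged over the 5 times, the called probe sets higher in HS had a median fold of 1.26 in hippocampus and 1.24 in cortex, and the median fall of the lower ones was 1.14-fold in each tissue. Of the calls over 2-fold, 57 were higher and 22 lower in HS hippocampus, and 96 were higher and 29 lower in HS cortex. Dim probe sets far below the library medians are among them. On the log2 scale, 1380954_AT rose in cortex from -0.82 ± 1.9 (SD, n = 25) to 1.24 ± 1.96 (SD, n = 23). In hippocampus 1370661_A_AT fell from 2.14 ± 1.14 (SD, n = 24) to 0.55 ± 1.08 (SD, n = 23). Their log2 differences of 2.02 and -1.58 shrank to as little as 0.12 and -0.14 under the alternatives. The readable part of the paper's File S2 holds 1060 of its 1399 genes. In the paper's values for these genes, the mean ratio over time was above 1 for 744 in hippocampus and 728 in cortex, and below 1 for 316 and 332. The HS groups also differed from noHS in technical measures. In HS cortex, the 18 probe sets for bacterial transcripts added at hybridization were all called higher, by a median of 0.346 on the log2 scale, while the same probe sets had a median of -0.001 in HS hippocampus. In HS hippocampus, the mean log2 ratio of 3' to 5' control probe sets was lower by 0.95 within-group SDs (two-sided permutation test, p = 0.00343). This ratio is a measure of RNA integrity that rises as RNA is degraded. Its controls went opposite ways, with 0.21 SDs for GAPDH, -0.63 for beta-actin and -1.01 for hexokinase. In HS cortex the upper quartile of the log2 intensities was lower by 1.39 within-group SDs (two-sided permutation test, p = 5e-05), and with it as a covariate, a choice made after the values were seen, the cortical calls split into 3706 higher and 2103 lower.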

Overall about twice as many genes are induced as are repressed.

**Figure 5:**
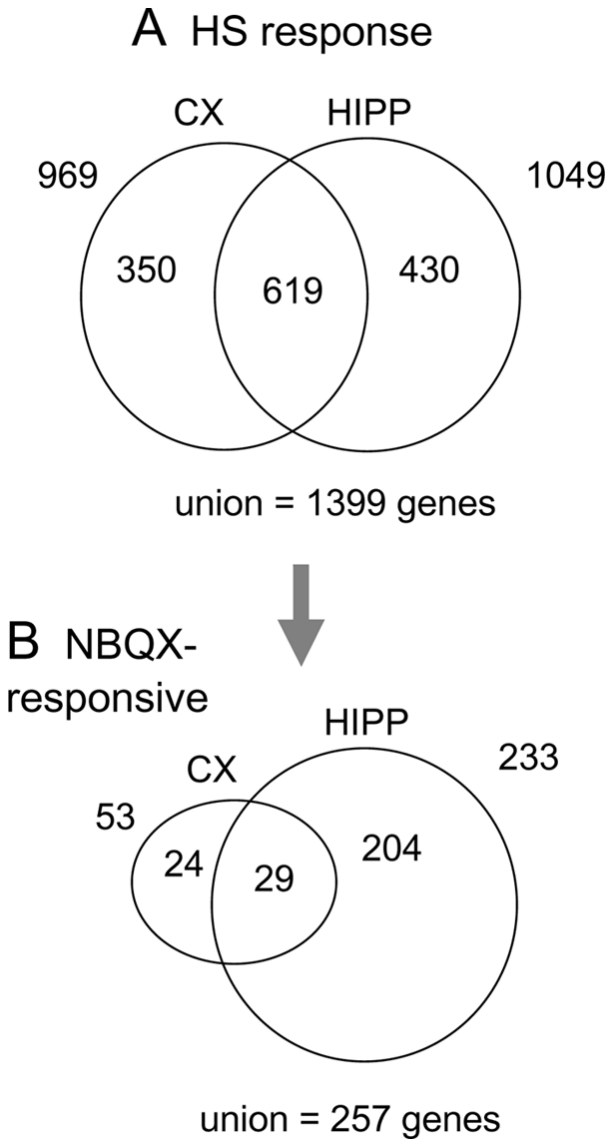
Determination of the hypoxic seizure and of the NBQX responsive sets. A. Hypoxic seizure (HS) response set: Venn diagram showing membership of genes selected separately in the indicated tissues for significance of response to hypoxic seizures (two-way ANOVAs, FDR < = 0.25). A total of 1,399 genes are contained in the HS response set. B. NBQX-responsive set: Venn diagram for the subsets of the HS response which are also NBQX-responsive. The NBQX-responsive group contains 257 genes.

**Figure 6:**
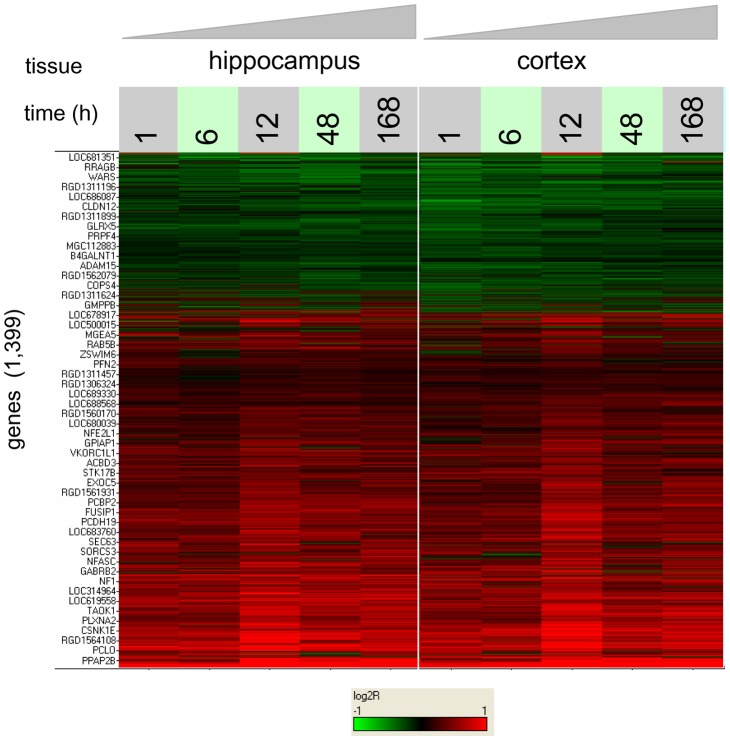
Heat map of gene expression for the hypoxic seizure response set. Clustred log2 ratios of gene expression of hypoxic seizure relative to time-matched normoxic controls, are shown for each tissue for all 1,399 genes in the HS response set. Colors saturate for log2-ratio  = ±1. Maximum differential regulation is observed at 12 h post-HS.

In order to quantify which biological pathways are affected by hypoxic seizures, we considered the 12 h profile in hippocampus as most representative, because it corresponds to the point of maximum transcriptional modulation for most of the genes (in addition, the 12 h time point is also the one at which maximum activation of glutamatergic signaling components has been previously observed at the protein level [23]). 

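At 12 h the response of hippocampus was mostly upward. Over 2-fold, 139 probe sets were higher in HS and 8 were lower, and cortex at the same time had 148 higher and 15 lower, each at an adjusted p under 0.05 from limma. In hippocampus 2349 probe sets had a mean over 1.5-fold higher in HS at 12 h, of which 470 were called. In cortex 2424 were over 1.5-fold higher, of which 597 were called. Probe set 1394160_AT was 4.26-fold higher in HS hippocampus at 12 h (log2 difference 2.09, standard error 0.27, adjusted p = 2.12e-06 from limma). In the readable part of the paper's File S2, the paper's ratio of HS to noHS had its largest change at 12 h for 362 genes in hippocampus and for 403 in cortex. The hippocampal groups at 12 h hold 4 HS and 4 noHS libraries.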

We performed gene set enrichment analysis for the 12 h profile using gene sets arising from five distinct collections containing a total of 6,394 gene sets (see Methods). Collecting results, we found a total of 37 gene sets scoring significantly against the 12 h hippocampal profile under the regulated KS analysis (Table 1, File S3). We then filtered the gene content of this small collection, by retaining only the most significantly changing, “leading-edge” genes in each of the 37 gene sets, and obtaining a final set of 261 genes (see Methods). The corresponding 37×261 gene membership matrix (gene sets versus selected genes, see File S4 and File S5), is displayed as a clustered heat map in Figure 7.

**Figure 7:**
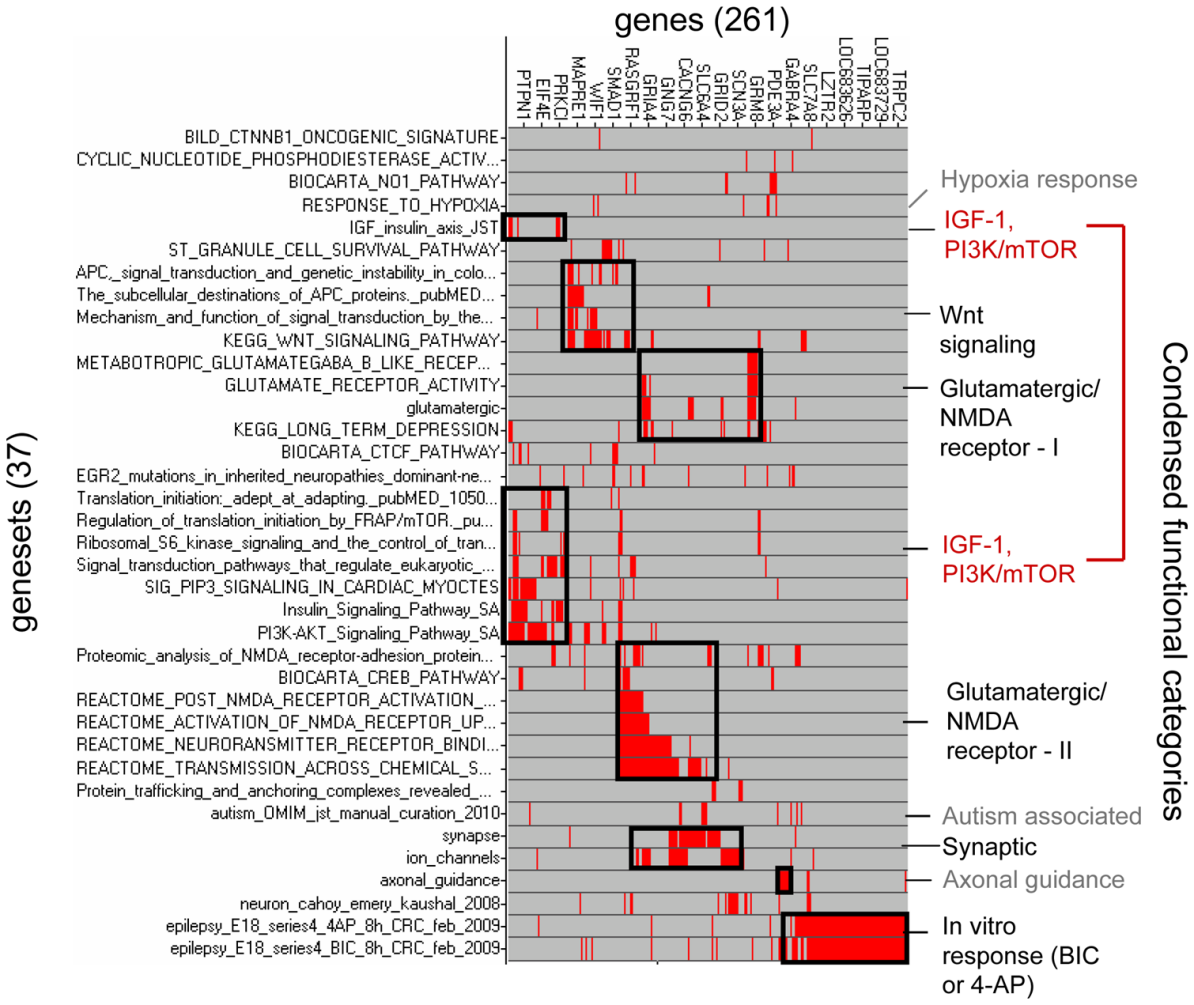
Geneset × gene membership matrix for the hypoxic seizure response. The clustered {geneset × gene} membership matrix for the 37 gene sets and the corresponding 261 leading-edge genes selected by gene set enrichment analysis of the hippocampal hypoxic seizure response at t = 12 hours is shown. Red indicates presence of a gene (column) in given gene set (row), and gray its absence in a given gene set. 9 functional clusters, named on the right-hand-side of the figure, were determined by visual inspection. Note that the IGF-1/PI3K/mTOR “cluster” actually consists of two groups (red lettering).

**Table 1:** Gene sets enriched in the response to hypoxic seizures.

Gene set name	Source	ku	kd	P-value	FDR	cLeft	cRight
ion_channels	NC	245	0	2.2E-04	9.3E-04	1.52	1
autism_OMIM_jst_manual_curation_2010	NC	49	0	3.2E-03	5.6E-03	2.08	1
PI3K-AKT_Signaling_Pathway_SA	NC	93	0	0	0	1.94	1
epilepsy_E18_series4_4AP_8h_CRC_feb_2009	NC	253	264	0	0	1.68	1.43
glutamatergic	NC	37	0	4.2E-04	1.2E-03	4.76	1
synapse	NC	86	0	3.3E-03	5.2E-03	1.67	1
epilepsy_E18_series4_BIC_8h_CRC_feb_2009	NC	332	343	0.0E+00	0.0E+00	2.05	1
neuron_cahoy_emery_kaushal_2008	NC	196	0	7.5E-03	8.9E-03	1.72	1
axonal_guidance	NC	57	0	1.3E-03	2.7E-03	2.58	1
Insulin_Signaling_Pathway_SA	NC	91	0	2.4E-02	2.4E-02	1.51	1
IGF_insulin_axis_JST	NC	13	0	1.6E-02	1.7E-02	3.89	1
KEGG_WNT_SIGNALING_PATHWAY	BC	110	0	0	0	2.64	1
BIOCARTA_NO1_PATHWAY	BC	26	0	3.9E-03	5.7E-03	3.49	1
BIOCARTA_CTCF_PATHWAY	BC	19	0	3.3E-03	5.0E-03	4.54	1
KEGG_LONG_TERM_DEPRESSION	BC	57	0	2.3E-03	4.1E-03	2.26	1
BIOCARTA_CREB_PATHWAY	BC	24	0	1.0E-03	2.4E-03	3.85	1
BILD_CTNNB1_ONCOGENIC_SIGNATURE	BC	39	0	2.2E-04	8.4E-04	4.63	1
SIG_PIP3_SIGNALING_IN_CARDIAC_MYOCTES	BC	55	0	5.8E-04	1.6E-03	2.38	1
REACTOME_TRANSMISSION_ACROSS_CHEMICAL_ SYNAPSES	BC	108	0	4.0E-04	1.3E-03	2.12	1
REACTOME_NEURORANSMITTER_RECEPTOR_BINDING_AND_DOWNSTREAM_TRANSMISSION_IN_THE_POSTSYNAPTIC_CELL	BC	68	0	1.1E-03	2.4E-03	2.12	1
REACTOME_POST_NMDA_RECEPTOR_ACTIVATION_EVENTS	BC	28	0	3.3E-03	5.4E-03	3.15	1
REACTOME_ACTIVATION_OF_NMDA_RECEPTOR_UPON_GLUTAMATE_BINDING_AND_POSTSYNAPTIC_EVENTS	BC	32	0	6.0E-05	3.8E-04	6.72	1
ST_GRANULE_CELL_SURVIVAL_PATHWAY	BC	21	0	9.6E-04	2.4E-03	2.61	1
RESPONSE_TO_HYPOXIA	BGO	25	0	6.7E-03	8.5E-03	2.15	1
GLUTAMATE_RECEPTOR_ACTIVITY	BGO	20	0	7.8E-03	9.0E-03	4.52	1
METABOTROPIC_GLUTAMATEGABA_B_LIKE_RECEPTOR_ACTIVITY	BGO	10	0	8.7E-03	9.4E-03	4.52	1
CYCLIC_NUCLEOTIDE_PHOSPHODIESTERASE_ACTIVITY	BGO	12	0	1.2E-02	1.3E-02	3.32	1
EGR2_mutations_in_inherited_neuropathies_dominant-negatively_inhibit_m_pubMED_11394999	PM	79	0	4.2E-03	5.9E-03	2.44	1
Signal_transduction_pathways_that_regulate_eukaryotic_protein_synthesi_pubMED_10521405	PM	77	0	5.3E-03	6.9E-03	2.13	1
Proteomic_analysis_of_NMDA_receptor-adhesion_protein_signaling_complex_pubMED_10862698	PM	65	0	0	0	3.67	1
Regulation_of_translation_initiation_by_FRAP/mTOR._pubMED_11297505	PM	20	0	8.4E-03	9.4E-03	2.78	1
Ribosomal_S6_kinase_signaling_and_the_control_of_translation._pubMED_10579915	PM	21	0	1.0E-04	5.4E-04	2.76	1
Mechanism_and_function_of_signal_transduction_by_the_Wnt/beta-catenin__pubMED_10630639	PM	30	0	6.9E-03	8.4E-03	3.58	1
Translation_initiation:_adept_at_adapting._pubMED_10500305	PM	25	0	5.2E-03	7.1E-03	2.78	1
APC,_signal_transduction_and_genetic_instability_in_colorectal_cancer._pubMED_11900252	PM	19	0	1.4E-03	2.7E-03	4.95	1
The_subcellular_destinations_of_APC_proteins._pubMED_11988767	PM	27	0	1.4E-04	6.7E-04	2.55	1
Protein_trafficking_and_anchoring_complexes_revealed_by_proteomic_anal_pubMED_15024025	PM	13	0	1.2E-03	2.5E-03	2.16	1

The table displays the 37 gene sets out of an initial set of 6,394 which scored significant enrichment against the 12 hour hippocampal response to hypoxic seizures. The gene sets originated from five distinct collections (see Methods), with the source indicated in the second column: NC  =  “neuronal consolidated”, BC  =  “Broad, curated”, BGO  =  “Broad, Gene Ontology”, PM  =  PubMed (no gene sets were selected from the Broad Connectivity Map collection). Keys for column headings: ku  =  number of positive regulated; kd  =  number of negative regulatees; the enrichment factors cLeft and cRight refer to slopes of the distribution functions in the KS plots (see Methods). P-values exactly equal to 0 are equivalent to P-value<10^−5^. A total of 261 leading-edge genes are represented across the selected gene sets.

Inspection of the clusters in Figure 7 suggests that 9 functional groups, named on the right-hand-side, principally contribute to gene set membership. Six of these functional categories, named *Wnt signaling, Glutamatergic/NMDA receptor I* and *II, IGF-1/PI3K/mTOR, Synaptic* and *In vitro response* (black or red lettering), arise from more than one gene set each, while three categories (*Hypoxia response, Axonal* and *Autism associated*)(gray lettering, discussed in File S7, with corresponding Figure S14, Figure S18 and Figure S19 in File S9, respectively), are based on the presence of a single gene set.

The *In vitro response (BIC or 4AP*) group of genes (lower right-hand corner) arise from two gene sets, obtained from analysis of the transcriptional response of cultured rat embryonic E18 cortical cells to induction of seizure-like conditions by the GABA receptor inhibitor bicuculline (BIC) or by the potassium channel blocker 4-aminopyridine (4AP) for 8 h duration (internal communication). The enrichment of these gene sets in the 12 h hippocampal profile (Figure S13 in File S9) indicates that the pathways activated in vivo by hypoxia-induced seizures overlap with those artificially induced in vitro by convulsive agents, despite very different biological contexts. This observation can be considered providing a positive control for the experiment.

The enrichments of the overlapping *Glutamatergic/NMDA receptor I, Glutamatergic/NMDA receptor II* and *Synaptic* categories (Figure S15, Figure S16, Figure S17 in File S9, respectively) suggest modification of synaptic signaling as a result of hypoxic seizures. 

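The paper lists 76 genes that were both leading-edge genes of its enriched sets at 12 h and members of its HS response set. For the 13 of these genes in the Glutamatergic/NMDA receptor I group, the paper's own ratios of HS to noHS in hippocampus at 12 h were all above 1, with a median of 1.51. For the 27 of the list in the Glutamatergic/NMDA receptor II group the paper's median was 1.44, and for the 22 in the Synaptic group it was 1.62. Among AMPA receptor subunits, which carry fast excitatory transmission, the paper's ratio was 2.10 for GRIA3 (the paper's p = 0.000551), 1.64 for GRIA4 (0.00577), 1.76 for GRIA2 (0.0491) and 1.71 for GRIA1 (0.113). For the NMDA receptor subunits it was 2.10 for GRIN3A (the paper's p = 0.000189), 1.44 for GRIN2A (0.0192), 1.13 for GRIN1 (0.519) and 0.90 for GRIN2D (0.12). The calcium/calmodulin-dependent kinase CAMK4 had 1.68 (the paper's p = 0.00306) and the adhesion protein gene NLGN3 had 1.90 (0.000324). The paper's groups and its list were chosen on these libraries, so they are not independent evidence of a direction, and the members of the groups outside the list are not counted. In the present fit for hippocampus at 12 h, 5525 probe sets had a mean over 1.2-fold higher in HS, of which 707 were called by limma, and 3824 had a mean over 1.2-fold lower, of which 80 were called.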

In the *Glutamatergic/NMDA receptor I* group (Figure S15 in File S9) one finds for instance induction of i) genes coding for the AMPA receptor components GLUR1 through GLUR4 (GRIA1-GRIA4), ii) of genes for the NMDA receptor components NR3A and NR2A (GRIN3A and GRIN2A, respectively), iii) of genes for the astrocytic glutamate transporters GLAST1 (SLC1A3) and GLT1 (SLC1A2), and iv) for the glutamatergic post-synaptic neuron scaffolding components GRIP1 and HOMER1. In the *Glutamatergic/NMDA receptor II* group (Figure S16 in File S9) one finds in addition induction i) of the genes for beta-catenin (CTNNB1) and N-cadherin (CDH2), involved in mediation of Wnt signaling and in cell adhesion, respectively, and ii) induction of the genes coding for CaM kinases CAMK4, CAMK2D, CAMK2G and CAMK2B, which mediate response to changes in cytosolic calcium. The *Synaptic* group (Figure S17 in File S9) includes NLGN3 coding for the pre-synaptic adhesive component neuroligin-3, and gene STX6 coding for syntaxin-6, involved in pre-synaptic vesicular transport.

Wnt signaling and beta-catenin have important roles in synaptic plasticity [24]–[26], and enrichment of the pathway may reflect synaptic changes in response to hypoxic seizures. Thus, the enriched *Wnt signaling* group (Figure 8) includes the gene for beta-catenin (CTNNB1) already noted above in connection with the *Glutamatergic/NMDA receptor I* group, as well as manifold components of the Wnt signaling pathway including inhibitory protein gene SFRP2 and transducer DVL3, already noted in connection with the *In vitro response (BIC or 4AP)* group, Frizzled co-receptor LRP6, the beta-catenin regulatory complex components CSKN1E, GSK3B, AXIN2, and APC, and genes for Frizzled ligands WNT2, WNT5A and WNT10A. 

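A rise above 2-fold at every time was rare. In hippocampus 7 of the probe sets called higher in the HS response were over 2-fold higher in HS at all 5 times, and in cortex 10 were. At a bound of 1.2-fold the numbers were 670 and 645. In the paper's tables, the ratio of HS to noHS for CTNNB1, the gene for beta-catenin, which acts in Wnt signaling and in cell adhesion, was 2.08 at 48 h and 2.17 at 168 h in hippocampus. In cortex the paper's values for CTNNB1 were 3.14 at 12 h, 2.68 at 48 h and 2.04 at 168 h. Over the 16 members of the Wnt signaling group that the paper kept because they were also in its HS response set, the paper's ratios in hippocampus at 12 h were all above 1, with a median of 1.58, and 14 had a p under 0.05 in the paper's table. These members were selected on the same libraries, and the others of the group are not counted. The paper's value was 1.63 for DVL3, which relays the signal of Wnt receptors, and 1.44 for the ligand gene WNT5A (the paper's p = 0.104). The paper estimates its ratios with a Bayesian method and takes, for each gene, the probe set with the smallest p, so its values are not means of the deposited intensities.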

A detailed look at expression ratios for a number of the Wnt pathway genes (Figure 9) indicates a sizeable induction for beta-catenin under HS relative to control (Figure 9A, left-hand profile), with expression ratios above 2 at all time points, alongside milder induction of several other pathway genes considered, with expression ratios in the range 1.2 to 1.5 (Figure 9C–D, left-hand profiles). Additional enrichment analysis with 7 gene sets not included in the analysis above, each containing targets of activated Wnt signaling in different biological contexts (from GeneSigDB [27]) (Table S1), indicated strong enrichment for targets of WNT3A [28] (P = 5.8×10^−3^, C_L_ = 4.95 at t = 12 h) (Figure S20 in File S9).

**Figure 8:**
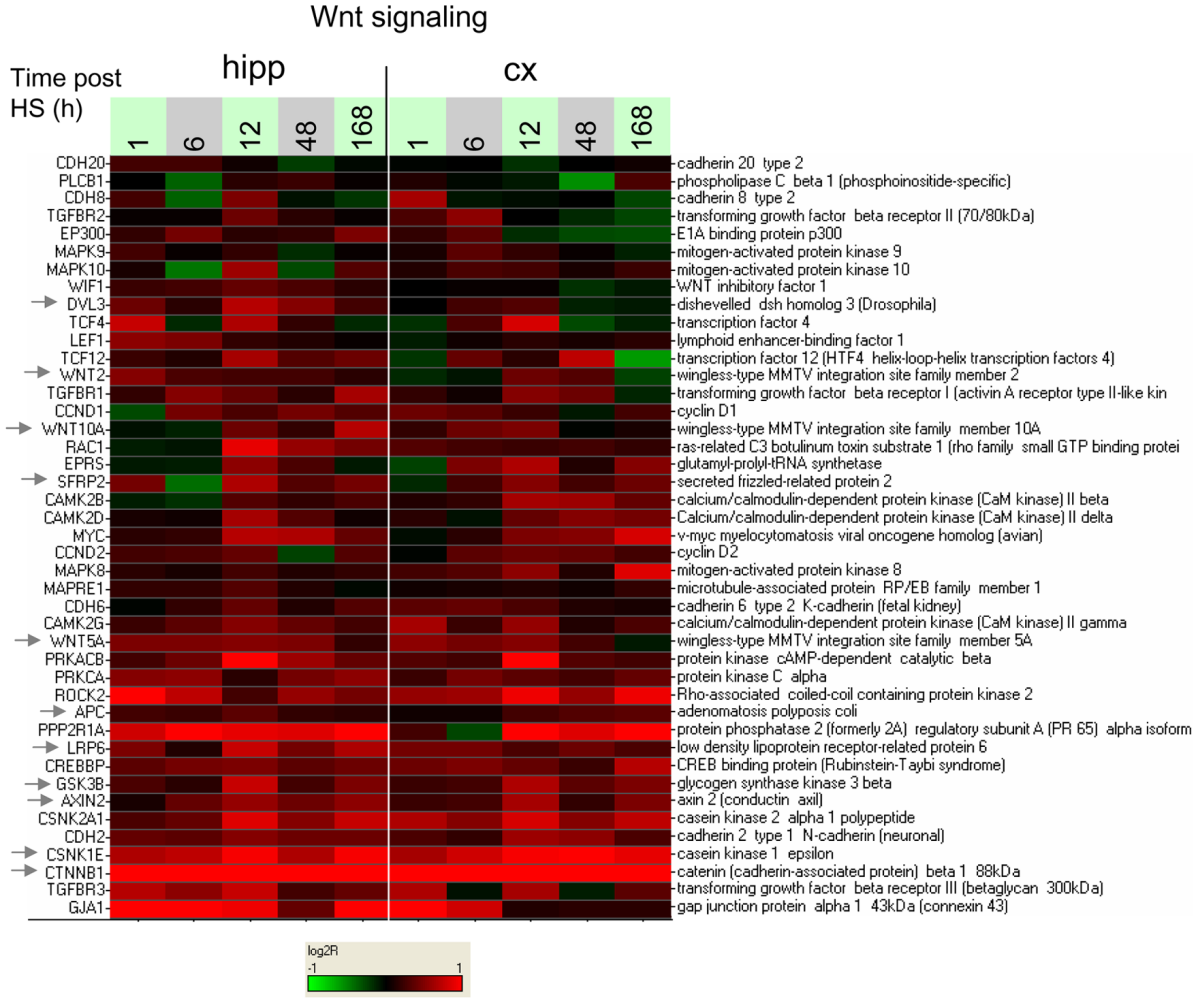
Heat map of response to hypoxic seizures for the genes in the *Wnt signaling* group. Log2-ratios of gene expression of HS to time-matched normoxic controls are displayed for the genes in the *Wnt signaling* group defined by inspection of the enrichment membership matrix of Figure 7. Sampling times post-P10 are indicated in hours. Colors saturate for log2-ratio  = ±1.

**Figure 9:**
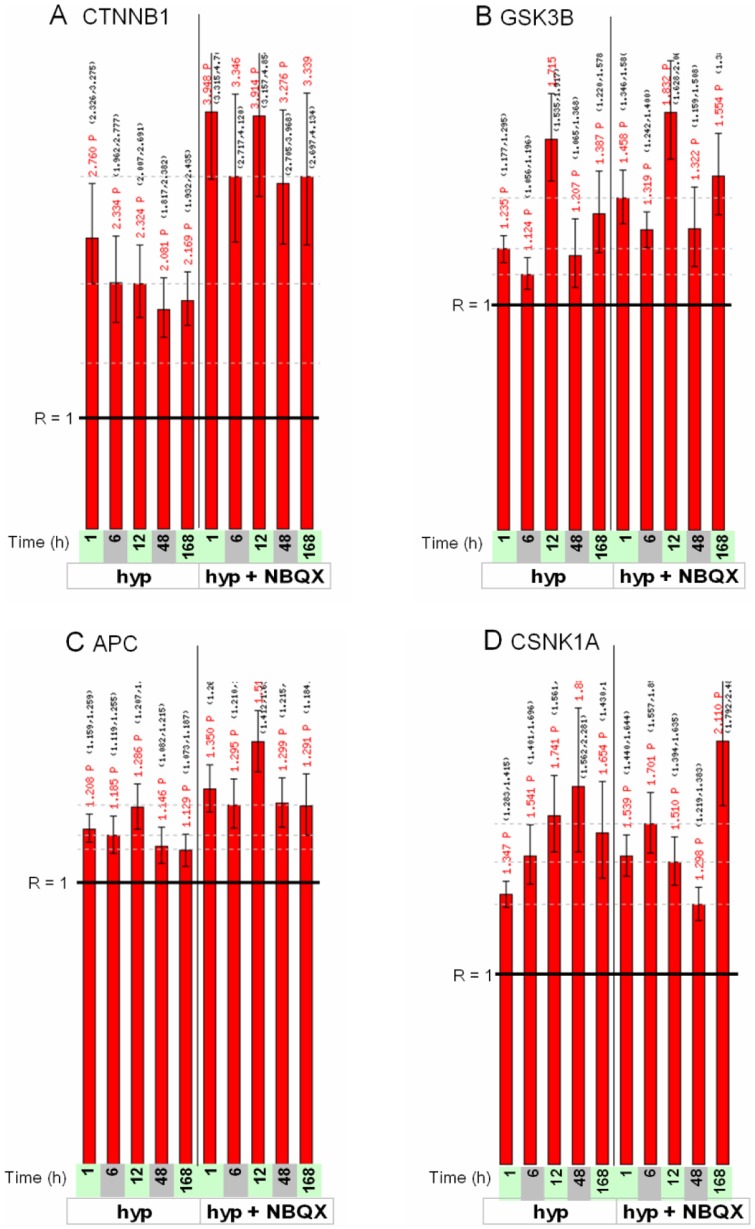
Expression ratios as a function of time for four selected Wnt pathway genes. Gene names are indicated on the top of each figure. In each bar chart, time at the bottom refers to the duration following hypoxic seizures; the left-hand panel (labeled “hyp”) display ratios of hypoxic seizure response to baseline; the right-hand panel (labeled “hyp + NBQX”) displays ratios of response to combined hypoxic seizures and NBQX treatment to baseline. The expression ratio R = 1 (no fold change) is indicated by the black horizontal lines.

The presence of the *IGF-1/PI3K/mTOR* group in the membership matrix of Figure 7 (red lettering on right-hand side) is especially important in light of the growing recognition of the importance of mTOR pathway activation in epileptogenesis [18], [29], [30] and more generally in synaptic plasticity [31]–[33]. This group of genes (Figure 10) includes genes for the insulin receptor INSR and its transducer IRS1, PI3 kinase signaling components PIK3CA and PIK3R1, and AKT3, and downstream translational regulation proteins p70S6 kinase 1 (RPS6KB1), EIF4EBP2, and EIF4G2. 

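Part of the probe sets higher in HS were also called at single times. Of those called higher over the 5 times together, 557 of 2818 in hippocampus and 863 of 3169 in cortex were called higher at 2 or more single times. Over all of those called higher, the fold averaged over time had quartiles of 1.16 and 1.38 in hippocampus and 1.14 and 1.39 in cortex. For the 23 members of the IGF-1/PI3K/mTOR group that were also in the paper's HS response set, and so selected on these libraries, the paper's own ratios of HS to noHS in hippocampus at 12 h were all above 1, with a median of 1.41. The paper's ratio for INSR, the insulin receptor gene, was 1.43 at 12 h and 1.35 at 48 h. For IRS1, which relays the signal of that receptor, it was 1.78 at 12 h and 1.05 at 48 h. PIK3CA, a catalytic subunit of PI3 kinase, had 1.41 and 1.28 at these times, and RPS6KB1, the p70S6 kinase gene, had 1.48 and 1.03. The translation regulators EIF4EBP2 and EIF4G2 had 1.39 each at 12 h and 1.58 and 1.34 at 48 h.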

Detailed profiles for the expression ratios of these genes are shown in Figure 11 and Figure S21A, B in File S9, showing moderate but consistent effects across several time points. On the other hand, transcriptional modulation of IGF-1 and BDNF, upstream signaling molecules important to PI3K activation in a neuronal context [34]–[36] was not significant (Figure S21C, D in File S9).

**Figure 10:**
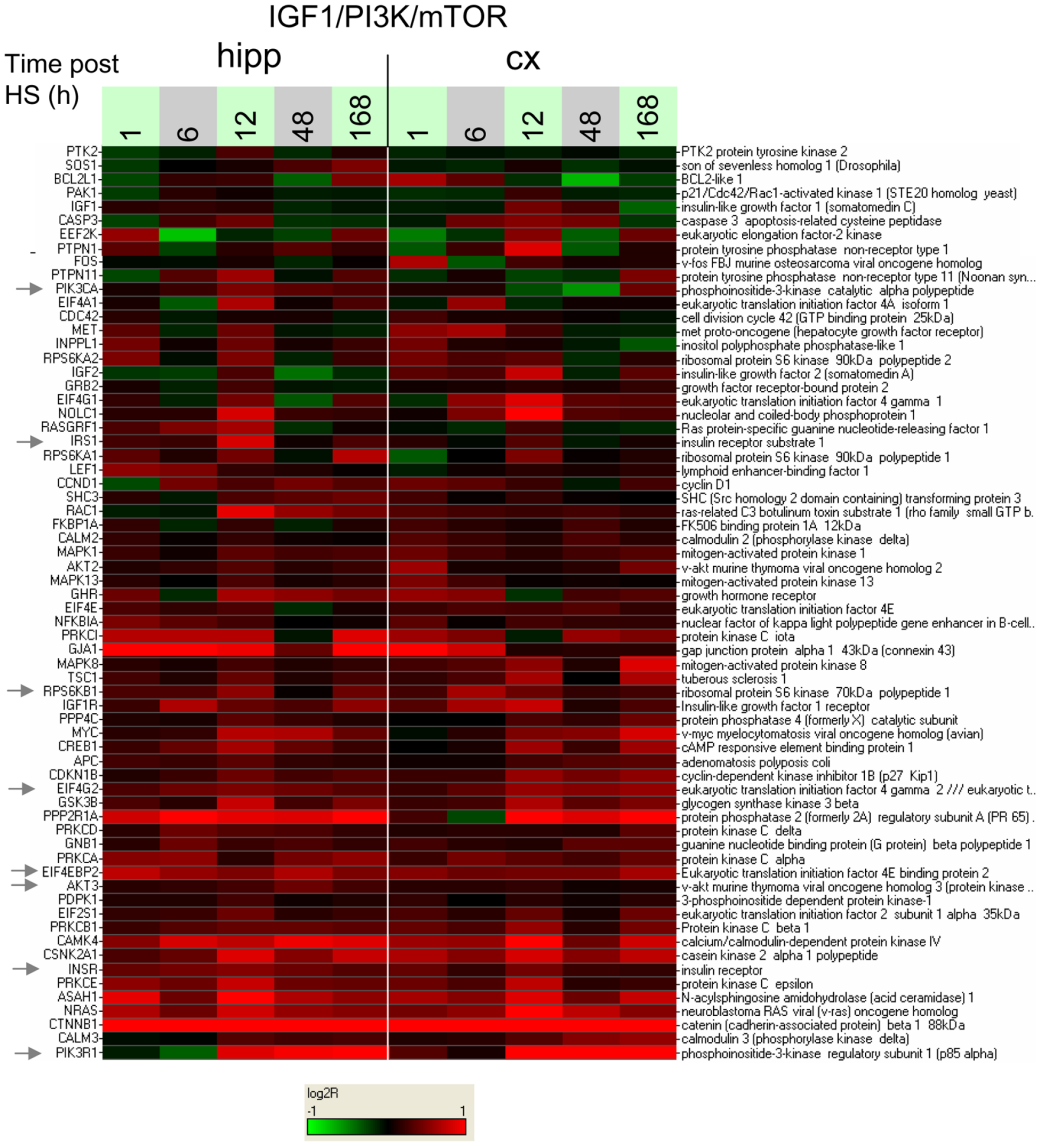
Heat map of response to hypoxic seizures for the genes in the *IGF-1/PI3K/mTOR* group. Log2-ratios of gene expression of HS to time-matched normoxic controls are displayed for the genes in the *IGF-1/PI3K/mTOR* group defined by inspection of the enrichment membership matrix of Figure 7. Sampling times post-P10 are indicated in hours. Colors saturate for log2-ratio  = ±1.

**Figure 11:**
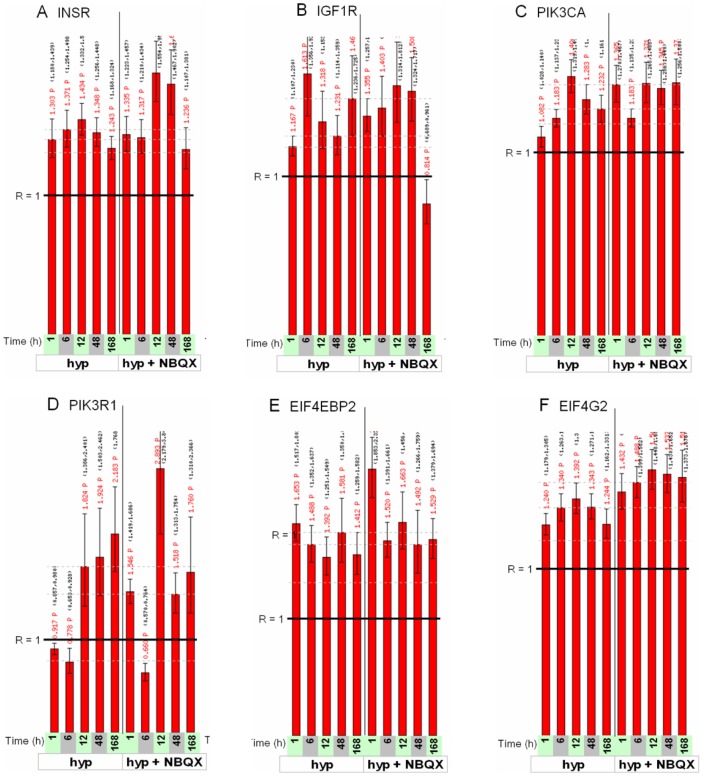
Expression ratios as a function of time for selected IGF-1/PI3K/mTOR pathway genes. Gene names are indicated on the top of each figure. See Figure 9 legend for details on scale and labels.

In summary, these results indicated that persistent induction of a significant number of Wnt and IGF-1/PI3K/mTOR signaling components occurs in response to hypoxic seizures, this induction occurring simultaneously with regulation of large numbers of genes involved in glutamatergic, synaptic or axonal processes.

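Most called probe sets had the same direction at all 5 times, in part because the call rests on the mean of these times. In hippocampus 4486 of the called probe sets (85.9%) had the same sign of the difference between HS and noHS throughout, and in cortex 5543 (78.5%) did. Called at each of the 5 times on its own were 63 probe sets higher in HS hippocampus and 140 higher in HS cortex, and 14 were lower in cortex. In hippocampus no probe set was called lower by limma at each of the 5 times, and 68 were at 2 or more. Probe set 1394160_AT was higher in HS hippocampus by 2.41-fold at 1 h and by 6.41-fold at 168 h (adjusted p = 0.00178 and 2.28e-10 from limma). Its mean in noHS hippocampus went from 6.29 ± 0.37 (SD, n = 5) at 1 h to 5.66 ± 0.31 (SD, n = 5) at 168 h on the log2 scale, and its mean in HS from 7.56 ± 0.23 (SD, n = 5) to 8.34 ± 0.52 (SD, n = 5). In cortex the fold was 1.45 at 1 h (adjusted p = 0.188 from limma) and 7.01 at 168 h. From the enriched groups at 12 h and the ratios of their genes over the sampling times, the paper concludes that Wnt and IGF-1/PI3K/mTOR components are persistently induced after hypoxic seizures.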

### Hypoxic seizure responsive genes modulated by NBQX include Wnt signaling components

We next determined the subset of the HS responsive genes which were also transcriptionally regulated by NBQX treatment after hypoxia (with profile comparisons as initially sketched in Figure 1B). Because in our model NBQX treatment suppresses epileptogenesis in the wake of hypoxic seizures, we expected that this sub-setting procedure might enrich for genes more closely associated with the epileptogenic process itself. To first determine the genes differentially regulated by NBQX, two-way analysis of variance including a treatment effect (HS+NBQX versus HS) and a time effect was performed for hippocampal and cortical tissues separately (see Methods). 

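Fewer probe sets differed between the pups given NBQX, an antagonist of AMPA receptors, and the HS pups than between HS and noHS. Between HS+NBQX and HS, averaged over the 5 times, 1023 probe sets differed in hippocampus and 649 in cortex at an adjusted p under 0.05 from limma. Of these, 18 in hippocampus and 20 in cortex differed by more than 1.5-fold. At single times 91, 23, 7, 8 and 4 probe sets were called from 1 h to 168 h in hippocampus, and 1, 1, 50, 1 and 2 in cortex. Of the called probe sets with the same direction at all 5 times, 1376388_AT was higher and 1368594_AT lower with NBQX in hippocampus, and 1379193_AT was higher and 1398551_AT lower in cortex (adjusted p = 0.0134, 0.0236, 0.00584 and 0.00526 from limma). All 4 lay far below the library medians in both groups, and with a pseudocount of 32 their log2 differences were 0.19, -0.18, 0.12 and -0.19. With the plate column as a random block, 203 probe sets were called in hippocampus and 3 in cortex, and none of these 4 probe sets was called (adjusted p = 0.179, 0.333, 0.61 and 0.61 from limma in the order named). Without the pups of 1 h, 6 h or 12 h the hippocampal count was 484, 541 or 602, and in cortex it was 289 without 1 h, 91 without 12 h, 22 higher and 83 lower without 48 h, 341 with every array shifted to the same median, 1015 without dim probe sets and 1810 with array weights. With covariates chosen after the values were seen, it was 773 in hippocampus and 290 in cortex with the seizure count, in the pups with a count, and 261 in cortex with the upper quartile of the log2 intensities, which stood at -0.91 within-group SDs from HS in the HS+NBQX cortex (two-sided permutation test, p = 0.0167). With that quartile as a covariate 25.6% of the cortical calls were still called, and the differences of all of them had a median ratio of 0.851 to those without it. In hippocampus at 1 h, the mean log2 ratio of 3' to 5' control probe sets was 1.44 ± 0.071 (SD, n = 4) in HS+NBQX and 1.67 ± 0.107 (SD, n = 5) in HS, a difference not tested at single times. With this ratio as a covariate 70.7% of the hippocampal calls over the 5 times were still called. The differences of all these calls had a median ratio of 0.962 to those without the covariate.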

Selection of genes on treatment effects then resulted in lists of 616 and 267 genes, for hippocampus and cortex, respectively. Intersection of these lists on a tissue-by-tissue basis (Figure 5) with the set of 1,399 HS responsive genes already analyzed above generated an “epileptogenic” set of 257 genes (Figure 5B, genes indicated in File S2), with clustered heat map as shown in Figure S22 in File S9. 

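Part of the NBQX-responsive probe sets also responded to hypoxic seizures. In hippocampus 584 probe sets were called both between HS and noHS and between HS+NBQX and HS, and in cortex 307 were, at an adjusted p under 0.05 from limma in each. Of these, 544 in hippocampus and 269 in cortex differed further in HS+NBQX in the direction of the HS response, and 40 and 38 differed back toward noHS. Independent lists of these sizes would share 220 and 189. The HS libraries enter both comparisons with opposite sign, which alone gives a negative correlation of the log2 differences. In simulated groups with no effect the correlation was -0.524 in hippocampus and -0.527 in cortex, and the observed values were -0.123 and -0.179. The covariance was -0.00612 in hippocampus and -0.00948 in cortex, against -0.0185 and -0.0163 in the simulations. With separate HS libraries for each comparison, over 20 such splits, a mean of 227.2 probe sets was called in both in hippocampus, of which 226.0 went the same way, and 33.8 in cortex, of which 31.6 did. On the plates, the HS columns lie between those of HS+NBQX and those of noHS. A trend over columns could therefore also place HS+NBQX further in the direction of the HS response, and splits of the HS libraries cannot tell this apart. With the plate column as a random block, 129 probe sets were called in both comparisons in hippocampus and 2 in cortex. Because NBQX suppresses epileptogenesis in its model, the paper proposes that such a selection might favour genes tied more closely to that process.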

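In hippocampus, more of the probe sets called in both comparisons were higher than lower in HS+NBQX. There, 441 were higher in HS than in noHS and higher still in HS+NBQX, and 103 were lower in both comparisons. Another 19 were lower in HS and then higher in HS+NBQX, and 21 were higher and then lower. Each was called by limma at an adjusted p under 0.05. In cortex 69 were higher in both comparisons, 200 lower in both, 6 lower and then higher, and 32 higher and then lower. Over all probe sets called between HS+NBQX and HS, 643 were higher and 380 lower in hippocampus, and 113 were higher and 536 lower in cortex. These splits moved with the scaling. With every array shifted to the same median, 467 were higher and 604 lower in hippocampus, and 204 of 341 were higher in cortex. Those higher or lower in both comparisons then numbered 321 and 220 in hippocampus and 125 and 50 in cortex. With quantile normalization, the cortical calls were 255 higher and 252 lower, and 154 were higher and 67 lower in both comparisons.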

Most of the genes in the epileptogenic set are differentially up-regulated under HS+NBQX relative to HS alone.

Gene set enrichment analysis of the epileptogenic set was then performed with four of the gene sets collections already used for the analysis of the hypoxia-responsive profiles (see Methods). The analysis resulted in selection of 61 gene sets significantly enriched in the epileptogenic set. As had been done for the hypoxia-response analysis, clustering of the gene membership matrix for the 61 gene sets (Figure 12) was then performed to determine salient clusters of genes and gene sets. Only two prominent clusters resulted from this analysis however, and only one of these could be easily assigned a functional category (*Wnt Signaling*), due to the recurrent presence of the four Wnt signaling pathway genes beta-catenin (CTNNB1), GSK3B, APC and casein kinase 1 alpha (CSNK1A).

**Figure 12:**
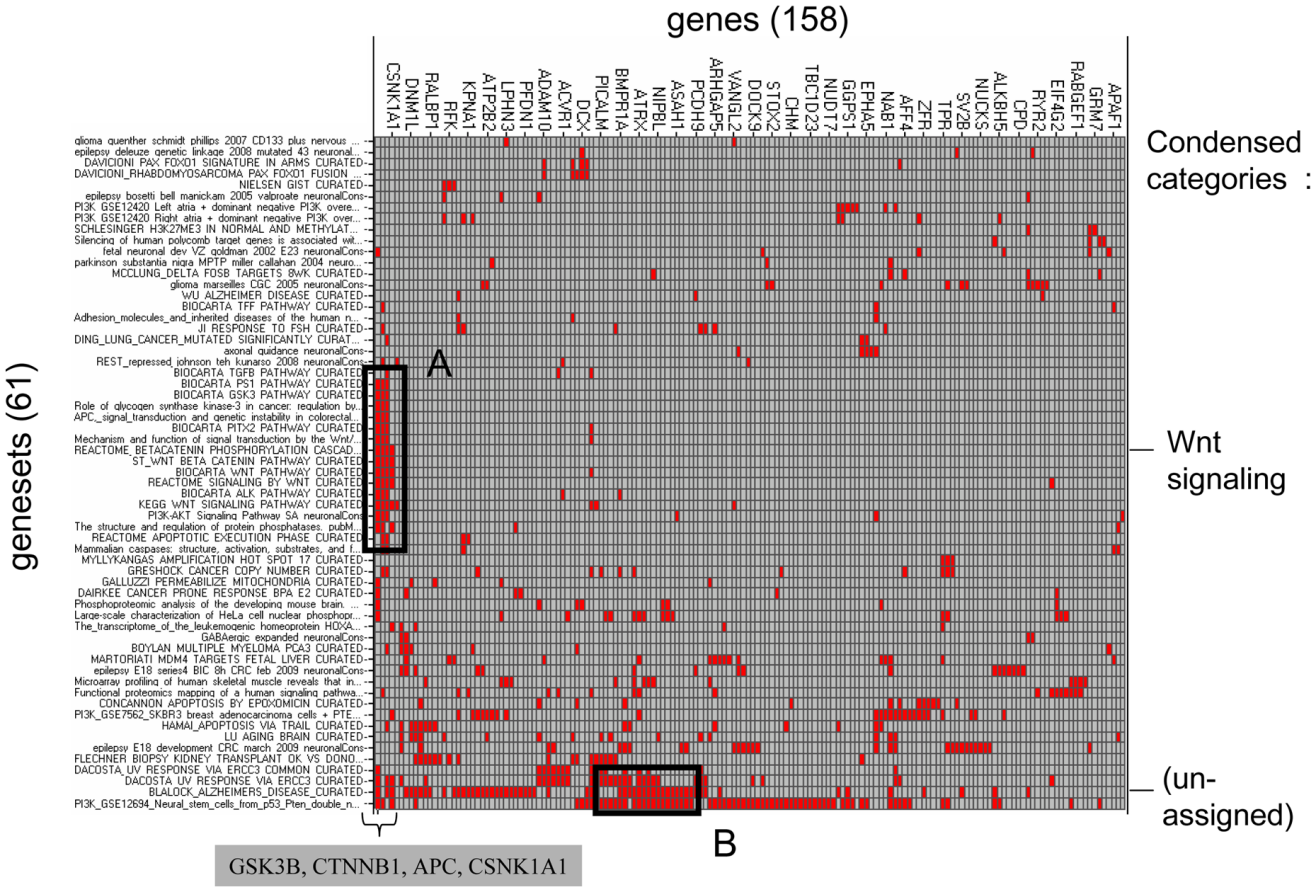
Enrichment membership matrix for the NBQX-responsive gene set. Clustered {gene set × gene} membership matrix for the 61 gene sets and the corresponding 158 genes selected by gene set enrichment analysis of the NBQX-responsive gene set. Red indicates presence of a gene (column) in given gene set (row), and gray its absence in a given gene set. Visual inspection suggested 2 functional clusters (A and B), named on the right-hand-side of the figure. In cluster A, consistent enrichment of gene sets related to Wnt signaling is due to the presence of the four genes CTNNB1, GSK3B, APC and CSNK1A1 (inset below). Cluster B did not have obvious functional categorization, and is labeled “unknown”.

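In hippocampus at 12 h, most of the probe sets raised over 2-fold by hypoxic seizures had a still higher mean after NBQX. Of the probe sets called over 2-fold higher in HS, 109 had a higher ratio to noHS in HS+NBQX than in HS and 30 a lower one, and their median fold over noHS was 2.29 in HS and 2.66 in HS+NBQX. Between HS+NBQX and HS, 3 of them were called by limma, and 127 were called between HS+NBQX and noHS. In cortex at 12 h, 67 such probe sets had a higher ratio with NBQX and 81 a lower one, with a median fold of 2.24 in HS and 2.22 in HS+NBQX. The noHS libraries enter both ratios, and the probe sets were picked for high values in HS, which by chance alone lowers their ratio in another group. In the paper's tables, the ratio to noHS in hippocampus at 12 h was 2.33 in HS and 3.92 in HS+NBQX for CTNNB1, with the paper's p = 0.000438 between these groups. The paper's values were 1.71 and 1.83 for GSK3B (the paper's p = 0.298 between the groups) and 1.29 and 1.52 for APC (0.0121). For CSNK1A1, a casein kinase gene, they were 1.74 and 1.51, and the probe set behind each value can differ.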

Inspection of individual expression profiles for the four Wnt signaling genes (Figure 9A–D, left and right-hand profiles) shows that changes in expression response to NBQX were the largest for beta-catenin (Figure 9A): thus in hippocampus at 12 h, hypoxic seizures alone induces a 2.3-fold change relative to baseline, and hypoxic seizures followed by NBQX treatment induces a 3.9-fold change in expression relative to baseline. In comparison, the relative inductions of GSK3B, APC and CSNK1A1 were muted (Figure 9C–D).

Because of the prominence of four components of the Wnt-signaling pathway in the results of the enrichment analysis, we asked whether Wnts themselves were significantly regulated in the experiments, either by hypoxic seizures alone or differentially by NBQX treatment. Of the 10 Wnt genes represented on the microarray however, only WNT5A was present in the hypoxic seizure response set (Figure S23A in File S9), and not differentially regulated by NBQX. WNT2 exhibited a statistically marginal induction in response to hypoxic seizures (Figure S23B in File S9). The other Wnts exhibited non-significant changes in expression (Figure S23C–K).

## Discussion

We investigated gene expression in the hypoxic seizure model of acquired epilepsy, a rodent model in which the progression to later life epileptic seizures has been previously described [15]. Rat neural tissues were transcriptionally profiled over the critical time interval P10–P17 and the resulting gene expression data was then analyzed with the goal of uncovering processes specific to epileptogenesis. In this analysis, we systematically applied gene set enrichment methods, an approach which emphasizes regulation of entire functional categories and pathways rather than just of individual genes.

Gene expression in the baseline developmental time course provided by the control samples was found to be consistent with known processes of neuronal maturation for the observed time interval in the rat. Thus, gene sets specifying cellular proliferation or progenitors lineages were repressed over time, while gene sets for the mature neuronal lineages were induced. The relative ranking of effects observed, with genes representing glial cells more strongly induced than those indicative of the already more mature and hence less strongly differentiating neurons, was also consistent with the known order of differentiation events. More generally, the developmental signatures taken across all genes provide a detailed view of the differentiation process ongoing in cortex and hippocampus, and can be used for baseline comparisons in future studies.

Gene expression in the response to hypoxia was then analyzed, with the central result that Wnt and of IGF-1/PI3K/mTOR signaling components are persistently induced by hypoxic seizures. Wnt signaling components were also found to be NBQX-responsive, adding support to their potential role in epileptogenesis [18]. These results are of particular interest, as both pathways are already known to be effectors in generating long-lasting changes in synaptic connectivity [24], [33], [37]–[47], and in the case of IGF-1/PI3K/mTOR signaling, in promoting epileptogenesis [48]–[51].

In the context of Wnt signaling, we saw that beta-catenin displays large transcriptional changes in response to both hypoxic seizures and to additional NBQX treatment. Beta-catenin has important roles in formation and maintenance of neuronal structures and in enabling synaptic plasticity [24]. In particular neuronal activity enhances dendritic arborization in part through beta-catenin dependent mechanisms [43]; in hippocampal neurons, depolarization drives beta-catenin from dendritic shafts into dendritic spines, where by joining cell-cell adhesion complexes it enhances the size or number of synaptic connections [44], these effects being concomitant with the release of Wnt protein at the synaptic sites [45]. Most consistent with the present findings is the observation of induction of beta-catenin itself in chronic electroconvulsive seizures in the rat hippocampus [46].

Regarding signaling along the IGF-1/PI3K/mTOR axis, directly relevant to the present work is an assessment of the role of mTOR signaling in an identical rodent model of hypoxia-induced epileptogenesis [18]. In this study, the authors established that hypoxic seizures lead to rapid and transient induction of BDNF protein expression, followed by activation of components of the PI3K/AKT/mTOR and ERK signaling pathways. Treatment of the animals with the mTOR inhibitor rapamycin following hypoxic seizures attenuated the seizure-induced molecular changes at the protein level, protected against development of sub-acute susceptibility to kainate-induced seizures, and greatly reduced the development of spontaneous seizures 5 to 6 weeks later, thereby demonstrating strong anti-epileptogenic effect. More generally mTOR signaling is dysregulated in several models of congenital or acquired epilepsy, where it displays activation above normal [30], [47]). Rapamycin has anti-epileptogenic effects in kainate or pilocarpine models of temporal lobe epilepsy, where beside directly inhibiting mTOR activation, it inhibits mossy fiber sprouting [48], neurogenesis and the long-term development of spontaneous epilepsy [49], [29]. Rapamycin also prevents epilepsy in a mouse model of the tuberous sclerosis complex [50], alterations of which in general impact neuronal morphology and function as well more directly mTOR signaling [52], [53]. These observations have led to the proposal of rapamycin as an anti-epileptogenic drug [51], [54], [55].

Other prominent enriched categories found in the hypoxic seizure response included gene sets representative of glutamatergic, synaptic and axonal processes, with in particular induction of genes for AMPA receptor subunits, and for the calcium/calmodulin-dependent kinases. These changes might reflect synaptic reorganization in the wake of hypoxia-induced seizures, perhaps under upstream control of Wnt or IGF-1/PI3K/mTOR pathway signaling. While we did not observe significant changes at the mRNA level of extracellular ligands BDNF, IGF1 or for most of the Wnts, protein levels of these ligands might still be enhanced by non-transcriptional mechanisms such as enhanced translation or rates of extracellular release.

In brief our work supports the implication of PI3K/mTOR signaling in epileptogenesis, and suggests that aspects of Wnt signaling might also be involved. For future studies of the role of these pathways, the hypoxic seizure model can be optimized and expanded in a number of ways. From a technical point of view, hypoxic seizure severity might be increased to maximize transcriptional response, which in this study was only moderate. In generating signatures, mTOR or PI3K inhibitors might be used as putative anti-epileptogenic agents, so as to directly target these potentially relevant pathways, in a research direction in harmony with ongoing clinical trials, for instance of the mTOR inhibitor everolimus [56], [57] for the treatment of refractory epilepsy. The role of Wnt signaling in epileptogenesis might also be investigated, through testing of the effect of selective Wnt pathway modulators, for instance signaling suppressors such as inhibitors of tankyrase [58], [59] or porcupine [59], and activators such as lithium [60]. Study of the effect of Wnt pathway modulators may thus eventually open a new, parallel avenue of research for the inhibition of epileptogenesis.

## Materials and Methods

### Hypoxic seizure model

The rodent model of hypoxic seizures and their consequences over time in the CNS of young rats has been previously described [13], [14], [15]. Briefly, 10 days post-natal (P10) Long-Evans hooded rat pups are subjected to 15 minutes of mild hypoxia (∼ 5% O_2_). This treatment induces immediate, acute seizures, as detected by observation of convulsive movement, or by concurrent electrophysiology using depth electrodes [17]. The acute seizures quickly subside following restoration of normoxia. However, a latent period of epileptogenesis actually follows: electrographic monitoring of the animals during a period of several weeks shows that the level of spontaneous brain activity, initially decreasing after the hypoxic insult, starts increasing again, and eventually reaches levels well above baseline controls, manifesting frequent bursting activity. 30 days after hypoxia, the animals display significantly decreased thresholds to seizures by convulsants such as kainic acid. 45 to 50 days after hypoxia, in addition to heightened induced seizure susceptibility, a large fraction of the animals (70%) also display spontaneous seizures.

All procedures were approved by and undertaken in accordance with the guidelines of the Animal Care and Use Committee at Children's Hospital (Boston, MA, U.S.A.) and the National Institutes of Health Guide for the Care and Use of Laboratory Animals. All efforts were made to minimize animal suffering and the number of animals used.

### Experimental design for gene expression profiling

The experimental design of the model for hypoxia-induced epileptogenesis is shown in Figure 1A. Cohorts of ten days old (P10) rat pups were subjected to one of three experimental conditions: 1) a control sham treatment inducing no hypoxic seizures (noHS), 2) a treatment under hypoxia inducing hypoxic seizures (HS), in which each animal underwent a 15 minutes passage at 5% O_2_, and 3) a treatment with hypoxia inducing hypoxic seizures, followed by four intra-peritoneal injections of NBQX over a 48 h period, starting at 30 minutes post-hypoxia (HS+NBQX). Control vehicle injections of DMSO were performed for the animals under the noHS and HS conditions. Time of occurrence and number of seizures for the animals undergoing hypoxia were recorded and analyzed. 

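A time to the first seizure was recorded for 41 of the hypoxic pups. It was 118.02 ± 115.02 s (mean ± SD, n = 41), with a median of 80 s, and 9 pups had a time of 0. The time was 96.42 ± 104.52 s in the HS pups (SD, n = 19) and 136.68 ± 122.66 s in those later given NBQX (SD, n = 22), a difference that did not pass in a two-sided permutation test (p = 0.272).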

Times to the first seizure were found to be exponentially distributed, with mean 114 seconds. The total seizure count for the 15 minute hypoxic interval was approximately normally distributed, with mean 10.6 and standard deviation 2.9.

For each treatment condition, cohorts of 4 to 6 rat pups were killed at five sampling times spanning 1 hour to 1 week post-hypoxia (1 h, 6 h, 12 h, 48 h, 168 h post-hypoxia), for a total of 75 animals sacrificed. Whole cortex and hippocampi were extracted from the sacrificed animals and separately profiled on two Affymetrix high-throughput plate microarrays after RNA quality control, resulting in a total of 144 CEL files encapsulating the gene expression data.

### Microarray data preprocessing

The 144 CEL files, generated from scans of the individual microarrays on the two 96-well Affymetrix HT Rat Focus Arrays [61], were processed according to the MAS5 algorithm [62], resulting for each input CEL file in output of 24,249 probeset-level intensities and corresponding absent/present calls. For each processed scan, two summary statistics, consisting of the total number of present calls on the chip, and the 75^th^ percentile of present call intensities, were then computed. A quality control step was performed by inspecting for outlier scans in the space of these two statistics (no outliers were found). Additional visual inspection of a heat map of clustered profiles identified a potential tissue assignment swap between two samples, which were conservatively eliminated from further analysis. The resulting 142 quality-controlled profiles were then assembled into a single data matrix, and normalized to each other by linear rescaling of all probeset intensities so as to bring the 75^th^ percentile of present call intensities on all chips to a single common value. These processing steps, and most of the subsequent analyses discussed here, were done using the Gecko gene expression analysis platform [63]. Additional analyses were performed using the R statistical tools framework [64].

### Gene Expression Omnibus

The experimental design and the individual CEL files for the study have been deposited in the Gene Expression Omnibus [19], under data set GSE44903.

### Data standardization

When required, standardization of profiles was performed for each probeset separately, by first log2-transforming the MAS5 intensity values for that probeset, then subtracting from the result the mean and dividing by the standard deviation of the log2-transformed intensities across all experimental conditions.

### Expression ratio estimation

Expression ratios between two conditions with multiple replicates available for each condition were estimated using the *Pfold* algorithm [65], a robust Bayesian estimator which takes as input the mean intensity values for each condition, and the corresponding standard deviation of measurement of the mean intensities (estimated here from the sample standard deviations of the intensities across the replicates for each condition). The corresponding P-values were computed using an equal-variance t-test. Ratios were first computed at the probeset level, then mapped to genes; when a gene mapped to multiple probesets, with corresponding multiple ratios and P-values available, the ratio and P-value corresponding to the smallest P-value were assigned to that gene.

### Mapping of probesets to genes

Mapping of Affymetrix probesets to genes was implemented using a correspondence file derived from the Rat230_2.na27.annot.csv library file (NetAffx Annotation Release 27) available from the Affymetrix NetAffx service site [61]. The resulting mapping is many-to-many, with generally each gene mapping to multiple probesets and occasionally one probeset mapping to multiple genes. In the assignment of intensities, when a gene corresponded to multiple probesets, the largest intensity available was assigned as that gene's measured intensity. In the assignment of expression ratios, the instance with the smallest P-value was assigned as that gene's computed expression ratio, as already described above.

### Unsupervised filtering and clustering of genes for the developmental time course

After mapping of probeset intensities to genes in the gene expression data matrix, for each gene in turn a sum-of-squares statistic *S^2^* was computed (see File S8). 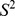 is largest for genes with many moderate deviations and/or a few large deviations from the mean, and hence detects genes with significant variation across the entire breadth of samples. In generating Figure 2, the data matrix was subsetted to the 1,000 genes out of 14,405 which had the largest values of 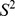. Profiles were standardized as described above, and then clustered on genes using a self-organized map.

### ANOVA to determine the hypoxic seizure response set

To generate the hypoxic seizure response set, two-way analyses of variance (ANOVAs) were separately performed on the hippocampal and cortical gene expression profiles to find microarray probe sets showing significant effects under hypoxia relative to baseline, normoxic conditions. Effects considered were treatment (levels  =  {control, hypoxia}) and time (levels  =  {1 h, 6 h, 12 h, 48 h, 168 h}), and interaction. Microarray probe sets were selected on the basis of the treatment-effect P-value, using a false-discovery rate of 0.25, following which they were mapped to gene symbols. Sets of 1,049 and 969 genes, out of the total of 14,405 represented on the microarray, were found to be modulated by hypoxic shock in hippocampus and cortex, respectively. The intersection of the two sets consisted of 621 genes, a highly significant number (P<10^−9^) as only 71±8 (se) genes would be expected for two sets of comparable size chosen at random. The (non-redundant) union of the two sets contained a total of 1,399 genes (File S2).

### Regulated KS analysis for gene set enrichment analysis of the hypoxia response

Gene sets were scored for enrichment against the entire profile of log2-ratios of hypoxia to control intensities for 14,405 genes, using an algorithmic extension of the Kolmogorov-Smirnov (KS) test which we have denoted “regulated KS analysis”. In computing enrichment, the regulated KS analysis accounts for the sign of regulation of each gene as specified in the input gene set, as well as its identity. The algorithm generates a P-value, “left” and “right” enrichments scores *C_L_* and *C_R_*, and a distributional plot (KS plot) of log2 ratio values for gene set members relative to the profile being investigated.

Briefly, consider a query gene set representing a biological pathway, with *k_u_* genes known to be positive regulatees and *k_d_* genes known to be negative regulatees of the pathway (with subscripts *u* and *d* standing for “Up” and “Down” regulation, respectively), the gene set containing a total of *k* = *k_u_* + *k_d_* genes. For a given target profile of *n* expression values (*n* = 14,405), for which enrichment of the query gene set is to be determined, the expression values are first transformed into ranks, with rank  = *1* corresponding to the largest value and rank  =  *n* to the smallest value in the profile. The empirical cumulative distribution functions (CDFs) of the ranks of the *k_u_* and *k_d_* positive and negative regulatees of the gene set are then independently estimated, and the maximum (signed) deviations *d_u_* and *d_d_* from the CDF for a uniform distribution are computed (*d_u_* and *d_d_*. are signed versions of the usual Kolmogorov-Smirnov positive-value statistic |*d|* [66]). A single test statistic combining *d_u_* and *d_d_* is then formed,
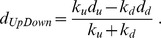

Note that as statistic, *d_UpDown_* has a number of desirable properties: it has a well-defined scale (−1 ≤ *d_UpDown_* ≤ 1), has continuous behavior as *k_d_* or *k_u_* → 0, and it weighs the contribution from each regulatee group in proportion to its membership, so that e.g. a small and noisy set of negative regulatees will not overwhelm the signal from a complementary, larger set of positive regulatees, and vice-versa. The mathematical details for computation of a P-value based on *d_UpDown_*, and of the enrichment scores *C_L_* and *C_R_*_,_ are described in File S8.

The cumulative distributions of positive and negative regulatees are graphically displayed together in a “KS plot”, where fractional rank in the sample (the regulatee group) is plotted against fractional rank in the population (all genes represented on the microarray) for each regulatee group in turn (see Figure 4C, D). Color coding of the distribution curves is red for positive and green for negative regulatees. A single set of the 95% confidence limits that obtain under the null hypothesis of random incidence of the regulates in the population is also indicated in the plot (for the total number *k = k_u_ + k_d_* of regulatees). Large enrichments correspond to widely separated positive and negative regulate distribution curves, with sharp slopes at the ends.

To more fully characterize the gene set relative to the given target profile, we also determine the subset consisting of only “leading-edge” genes [67]: for each set of regulatees separately, these are the genes that occur in the ranked lists up or down to the maximum absolute values of the KS statistics *d_u_* and *d_d_*, respectively.

We note that the integrative approach embodied in the gene set enrichment analysis was all the more useful as fold-changes for individual genes were generally moderate. The analysis focus on gene sets, rather than on a single gene at a time, enables one to pool many moderate effects, so as to gain statistical power in detection of activity at the level of entire pathways or functional categories.

### Gene set collections for gene set enrichment analysis

In order quantify which biological pathways are affected by hypoxia, we considered the 12 h profile in hippocampus as most representative, and performed gene set enrichment analysis for this profile using gene sets arising from five distinct collections. These collections included a manually curated set of neuronally relevant groups of genes, already discussed in connection with the developmental profiles analyzed above (*n* = 372 gene sets), a collection internally generated from parsing of PubMed [68] articles abstracts (*n* = 802), and three publicly available collections [69], namely collections derived by manual curation (*n* = 2,457), from the Gene Ontology [70] (*n* = 1,454) or from the Connectivity Map [71] (*n* = 1,309), for a grand total of 6,394 gene sets.

Each gene set in each collection was scored against the entire profile of log2-ratios of hypoxia to control intensities for the 14,405 genes represented on the microarray using the regulated KS analysis method presented above. For each of the five collections considered, we selected statistically significant gene sets by requiring a false-discovery rate of less than 0.25 and an enrichment score of at least 2. Collecting results, we found a total of 37 gene sets scoring significantly against the 12 h hippocampal profile under the regulated KS analysis (Table 1, File S3), for a total non-redundant content of 1,041 genes. To further organize this result, for each of the 37 significant gene sets we retained only its leading-edge genes, and also required that each gene originate from at least two gene sets before incorporating it into a final list, this procedure insuring that genes considered were individually and significantly modulated in the relevant context defined by their gene sets. The procedure resulted in a set of 261 genes, and a corresponding 37×261 gene membership matrix (gene sets versus selected genes) (File S4).

To generate an even more succinct list of genes, we further required that the 261 pathway-relevant genes, arising from the enriched gene sets as discussed above, also individually show significant effects of hypoxia relative to control, by belonging to the ANOVA-selected list of 1,399 genes. This resulted in a list of 76 significantly modulated, pathway-relevant genes (list in File S6, expression ratios in File S2) which summarizes the gene content of the enrichment analyses.

Finally, a gene set enrichment analysis focused on Wnt signaling alone was performed, using a small collection of Wnt-responsive gene sets [27] joined to a group of manually curated Wnt-relevant gene sets.

### ANOVA to determine the epileptogenic set

To determine the genes differentially regulated by NBQX in a hypoxia background, two-way analyses of variance including a treatment effect (levels  =  {hypoxia+NBQX, hypoxia+vehicle}) and a time effect (levels  =  {1 h, 6 h, 12 h, 48 h, 168 h}), were performed for hippocampal and cortical tissues separately. Selection based on treatment effects was then done as follows, depending on tissue; 1) hippocampus: a false-discovery-rate (FDR) threshold was used, with FDR  =  0.25 (P = 3.35 ×10^−3^), resulting in selection of 616 genes, of which 235 overlapped with the set of 1,051 hypoxic seizure responsive genes in hippocampus; 2) cortex: a P-value threshold of P = 10^−2^ (corresponding to the very lax threshold FDR ∼ 1) resulted in a selection of 257 genes, 54 of which overlapped with the hypoxic seizure responsive genes in cortex. The union of the two resulting sets contained 257 genes, defining the “epileptogenic” set (indicated in File S2).

Note when acting to inhibit epileptogenesis, NBQX may function by either repressing pro-epileptogenic genes, or by enhancing the action of anti-epileptogenic protective genes (Figure 1B): thus both NBQX-induced and NBQX-repressed genes are included in the “epileptogenic” gene set.

### Enrichment analysis for the epileptogenic set

Four of the five gene set collections (excluding the Connectivity Map collection) already used for enrichment analysis of the hypoxia response set (see above) were used for enrichment analysis of the epileptogenic set. The nested selection criteria defining the epileptogenic set made assignment of a single representative gene expression profile ambiguous, and hence the Fisher exact test rather than the regulated KS analysis was used to establish whether overlap between a given query gene set and the target epileptogenic set of 257 genes was significant. A background of *n* = 14,405 genes was assumed throughout. P-value thresholds for significant enrichment were set at 0.01. The analysis resulted in selection of 61 gene sets significantly enriched in the epileptogenic set, these gene sets altogether containing a (non-redundant) set union of 158 genes. Unsupervised clustering analysis of the 61×158 gene membership matrix for the 61 gene sets was then performed to determine salient groups of associated genes and gene sets.

An independent enrichment analysis of the epileptogenic set was also conducted using the NextBio analysis platform [72], in which the NextBio curated gene set collection was queried. The most prominent enrichment detected (34 gene overlap, P = 5.3×10^−17^) was for a set of genes induced in the rat hippocampal CA3 region in response to a spatial learning task [73], a result consistent with epileptogenesis inducing persistent modifications in neuronal connectivity.

## Supporting Information

Table S1 **Enrichment analysis results for seven Wnt-relevant gene sets.** This small gene set collection includes sets of transcriptional targets of the activated pathway, as well as two sets of genes in the signaling pathway itself. Only the WNT3A target gene set [28] showed significant enrichment (see Figure S20 in File S9 for KS plot). Column keys: ku  =  number of positive regulates in gene set; kd  =  number of negative regulatees in gene set; P-value  =  P-value from regulated KS test; FDR  =  false-discovery rate; the enrichment factors cLeft and cRight refer to slopes of the distribution functions in the KS plots (see Methods).
(XLS)

Table S2 **List of the 76 significantly modulated, pathway-relevant genes for the hypoxic seizure response.** This set of genes is defined by the intersection of the HS response set of 1,399 genes determined by ANOVA, and the set of 261 leading-edge genes determined by the gene set enrichment analysis of the 12 h hippocampal response profile. The list is also provided in File S6, and expression ratios in File S2.
(XLS)

File S1 **Experimental design for the hypoxic seizure model, including physiological response information.** This file contains the experimental design information for the samples matching the 142 Affymetrix scans which passed quality-control. Physiological response to hypoxia, including seizure count, is also shown. The individual CEL files for the study have also been deposited in the Gene Expression Omnibus [19], data set: GS44903).
(XLS)

File S2 **Expression ratios and P-values for the 1,399 genes in the hypoxic seizure (HS) response set.** the subset of 257 NBQX-responsive genes is indicated in the table.
(XLS)

File S3 **Gene sets enriched in the response to hypoxic seizures.** The table displays the 37 gene sets out of an initial set of 6,394 which scored significant enrichment against the 12 hour hippocampal response to hypoxic seizures (the contents are identical to those of Table 1).
(XLS)

File S4 **Membership matrix for the enriched gene sets in the hypoxic seizure response.** The 261 * 37 membership matrix for the 261 leading-edge genes in the 37 gene sets which scored significantly against the 12 h differential response to hypoxic seizures in hippocampus, with additional filter requiring that each gene appear in at least two gene sets, is displayed below (gray columns).
(XLS)

File S5 **Table of expression ratios and P-values for the 261 genes in the membership matrix for the hypoxic seizure response.**
(XLS)

File S6 **List of the 76 significantly modulated, pathway-relevant genes for the hypoxic seizure response.** This set of genes is defined by the intersection of the HS response set of 1,399 genes determined by ANOVA, and the set of 261 leading-edge genes determined by the gene set enrichment analysis of the 12 h hippocampal response profile. The list is displayed in Table S2, and the genes are also indicated in the expression ratio spreadsheet, File S2.
(XLS)

File S7 **Supplementary Results.** Description of gene expression for glutamatergic and GABAergic receptors in the developmental time course, and of additional gene sets enriched in the hypoxic seizure response.
(DOC)

File S8 **Supplementary Methods.** Mathematical details for the regulated KS analysis.
(DOC)

File S9 **Supporting Figures.** Contains all Supporting Figures, S1–S23. **Figure S1. Mitosis gene set under baseline developmental conditions.** A. Log2-ratios of gene expression relative to the 1 h time point, in each tissue separately, are displayed as a heat map, with sampling times post-P10 indicated in hours. Colors saturate for log2-ratio  = ±1. Strong repression of many genes is observed, including for the genes coding for the chromosomal passenger proteins aurora kinase B (AURKB) and surviving (BIRC5), and for several centromeric proteins. B. KS plot showing the distribution of log2-ratios at t = 1 week for both tissues. P-value and enrichment are reported for hippocampus only. Hipp =  hippocampus, cx =  cortex. The arrows point to some of the genes referred to in the main text. **Figure S2. Gene set containing sonic hedgehog (SHH) target genes under baseline developmental conditions.** A. Strong repression of most genes in the gene set is observed by t = 1 week. B. Detailed intensity profiles for CXCR4 and TOP2A. C. KS plot showing the distribution of the log2-ratios at t = 1 week for both tissues. See Figure S1 for key to figure color and scale details. **Figure S3. Neural stem cell markers under baseline developmental conditions.** A. Repression of several genes in the gene set is observed by t = 1 week, including CXCR4, CD24 and nestin (NES). B. Detailed intensity profile for CD24. c) KS plot showing the distribution of the log2-ratios at t =  week for both tissues. See Figure S1 for key to figure color and scale details. **Figure S4. Neuronal progenitor markers under baseline developmental conditions.** A. Repression of several genes in the gene set is observed by t = 1 week, including doublecortin (DCX) and OLIG2. B. KS plot showing the distribution of the log2-ratios at t = 1 week for both tissues. See Figure S1 for key to figure color and scale details. **Figure S5. A gene set containing multiple neuronal markers under baseline developmental conditions.** a) Heat map of gene profiles. b) KS plot showing the distribution of the log2-ratios at t = 1 week for both tissues (P-value and enrichment here displayed for cortex). See Figure S1 for key to figure color and scale details. **Figure S6. A gene set containing an empirical collection of neuronal markers under baseline developmental conditions.** The markers were obtained from the Allen Brain Atlas [21]. A. Heat map of gene profiles. B. KS plot showing the distribution of the log2-ratios at t = 1 week for both tissues. See Figure S1 for key to figure color and scale details. **Figure S7. A comprehensive collection of synaptic markers under the baseline developmental conditions.** A. Heat map of gene profiles, showing the 22 genes most induced in cortex. Gene descriptions are given on the right, with functional categories color-coded as specified in the legend. B. Detailed intensity profiles for the chloride transporter KCC2. C. KS plot showing the distribution of the log2-ratios at t = 1 week for both tissues. See Figure S1 for key to figure color and scale details. **Figure S8. Astrocytic markers under the baseline developmental conditions.** A. Heat map of gene profiles, showing induction of several genes, including connexin 30 (GJB6), glutamine synthesase (GLUL) and GLT-1 (SLC1A2). B. Detailed intensity profiles for GFAP, AQP9 and connexin 30. c) KS plot showing the distribution of the log2-ratios at t = 1 week for both tissues. See Figure S1 for key to figure color and scale details. **Figure S9. A gene set containing an empirical collection of oligodendrocytic markers under the baseline developmental conditions.** The markers were obtained from the Allen Brain Atlas [21]. A. Heat map of gene profiles, showing very strong induction of many genes, including genes for the myelinating proteins already indicated in Figure 4 (left-hand arrows). A. KS plot showing the distribution of the log2-ratios at t = 1 week for both tissues, with very marked leading edges. See Figure S1 for key to figure color and scale details. **Figure S10. NMDA receptor components under the baseline developmental conditions.** A. Heat map of gene profiles, showing induction of NR1 and NR2C and repression of NR3A and NR2D. B. Detailed log2-ratio profiles for NR1, NR2C, NR3A and NR2D in hippocampus and C, in cortex. See Figure S1 for key to figure color and scale details. **Figure S11. AMPA receptor components under the baseline developmental conditions.** A. Heat map of gene profiles, showing non-significant changes in hippocampus, and repression of GLUR1 and GLUR2 in cortex. B. Detailed log2-ratio profiles for GLUR2 in hippocampus and C, for GLUR1 and GLUR2 in cortex. See Figure S1 for key to figure color and scale details. **Figure S12. GABA receptor components and glutamate decarboxylase 1 and 2 under the baseline developmental conditions.** A. Heat map of gene profiles, showing generally non-significant changes. B. Detailed log2-ratio profiles for GABA_A_-δ (GABRD), GABA_A_-β1 (GABRB1) and KCC2 in hippocampus and C, in cortex. See Figure S1 for key to figure color and scale details. **Figure S13. Heat map of the differential response to hypoxic seizures for the genes in the** ***In vitro response (BIC or 4AP)*** **group.** The group is defined by one of the clusters of enriched gene sets in the membership matrix of Figure 7. Colors represent log2-ratios of intensities of hypoxic seizure samples to that of time-matched controls (red  =  positive, green  =  negative values, colors saturate at ±1). Arrows point to genes referred to in the main text. **Figure S14. Heat map of the differential response to hypoxic seizures for the genes in the** ***Hypoxia response*** **group.** The group is defined by one of the clusters of enriched gene sets in the membership matrix of Figure 7. See Figure S13 for key to figure color and scale details. **Figure S15. Heat map of the differential response to hypoxic seizures for the genes in the** ***Glutamatergic/NMDA receptor I*** **group.** The group is defined by one of the clusters of enriched gene sets in the membership matrix of Figure 7. See Figure S13 for key to figure color and scale details. **Figure S16. Heat map of the differential response to hypoxic seizures for the genes in the** ***Glutamatergic/NMDA receptor II*** **group.** The group is defined by one of the clusters of enriched gene sets in the membership matrix of Figure 7. See Figure S13 for key to figure color and scale details. **Figure S17. Heat map of the differential response to hypoxic seizures for the genes in the** ***Synaptic*** **group.** The group is defined by one of the clusters of enriched gene sets in the membership matrix of Figure 7. See Figure S13 for key to figure color and scale details. **Figure S18. Heat map of the differential response to hypoxic seizures for the genes in the** ***Axonal Guidance*** **group.** The group is defined by one of the clusters of enriched gene sets in the membership matrix of Figure 7. See Figure S13 for key to figure color and scale details. **Figure S19. Heat map of the differential response to hypoxic seizures for the genes in the** ***Autism associated*** **group.** The group is defined by one of the clusters of enriched gene sets in the membership matrix of Figure 7. See Figure S13 for key to figure color and scale details. **Figure S20. WNT3A target genes are enriched in the hypoxic seizure response profile.** Enrichment analysis with the WNT3A target gene set [28] was performed against the 12 hour profile of transcriptional response to hypoxic seizures in hippocampus. A. KS plot showing enrichment profile. B. Table of the corresponding 15 leading-edge genes. Ratios are of gene expression intensities in hypoxic seizure sample to corresponding control. **Figure S21. Expression ratios as a function of time for selected IGF-1/PI3K/mTOR pathway genes.** The gene name is indicated at the top of each figure. Time at the bottom refers to the duration following hypoxic seizures; the left-hand panels (labeled “hyp”) display ratios of hypoxic seizure response to control; the right-hand panels (labeled “hyp + NBQX”) displays ratios of response to combined hypoxic seizures and NBQX treatment, to control. The expression ratio R = 1 (no fold change) is indicated by the black horizontal lines. A. IRS1 displays ∼ 1.6 fold induction at 12 h. B. AKT3 is very moderately but significantly induced over the time course. C and D. IGF1 and BDNF are not significantly induced. **Figure S22. Heat map of differential expression for the NBQX-responsive genes.** The profiles of the 257 genes, each of which is differentially regulated by both hypoxic seizures (HS) relative to control, and by HS+NBQX relative to HS, are shown (these genes form a proper subset of the 1,399 HS-responsive genes displayed in Figure 6). Log2 ratios of gene expression between time-matched samples are shown for the ratio combinations indicated on top. Colors saturate for log2-ratio  = ±1. **Figure S23. Expression ratios as a function of time for 11 Wnt genes represented on the microarray.** The gene name is indicated at the top of each figure. Time at the bottom refers to the duration following hypoxic seizures; the left-hand panels (labeled “hyp”) display ratios of hypoxic seizure response to control; the right-hand panels (labeled “hyp + NBQX”) displays ratios of response to combined hypoxic seizures and NBQX treatment, to control. The expression ratio R = 1 (no fold change) is indicated by the black horizontal lines. Only WNT5A and WNT2 are significantly induced.
(PDF)

# Supplementary material for: Gene Expression Profiling of a Hypoxic Seizure Model of Epilepsy Suggests a Role for mTOR and Wnt Signaling in Epileptogenesis
**Source:** PLoS One. 2013 Sep 27;8(9):e74428. doi: 10.1371/journal.pone.0074428
**Supplement:** File S7 — Supplementary Results. Description of gene expression for glutamatergic and GABAergic receptors in the developmental time course, and of additional gene sets enriched in the hypoxic seizure response.

Supplementary Descriptions of Results for:

Gene expression profiling of a hypoxic seizure model of epilepsy suggests a role for mTOR and Wnt signaling in epileptogenesis

Joachim Theilhaber, Sanjay N. Rakhade, Judy Sudhalter, Nayantara Kothari, Peter Klein, Jack Pollard, Frances E. Jensen.

## The developmental time course for post P10 neuronal tissues is consistent with known neuronal maturation processes

Beyond the study of neuronal lineages as a whole, it was of some interest to examine in more detail temporal expression of genes for excitatory and inhibitory post-synaptic receptors, as receptor maturation plays an important role in perinatal seizures [1]. Thus, examination of gene expression for the NMDA receptor components (Figure S10), revealed moderate induction of subunits NR1 and NR2C (genes GRIN1, GRIN2C, respectively), alongside repression of subunit NR2D (GRIN2D) and of the Mg2+-independent subunit NR3A (GRIN3A)[2-4], over 1 week’s time, and with concordant regulation in hippocampus and cortex. On the other hand, changes in gene expression for the AMPA receptor components GLUR1 through GLUR4 (Figure S11) were not significant in the hippocampus, and in cortex only significant for down-regulation of subunit GLUR1. Inspection of gene expression for the inhibitory ionotropic GABA receptor (Figure S12) indicated that most subunit genes were not significantly changed over time, with the exception of the delta subunit GABAA-δ(GABRD), which was induced in both hippocampus and cortex. Finally note that gene KCC2 (SLC12A5), coding for the chloride pump essential for inhibitory action of the ionotropic GABA receptor, undergoes only moderate induction in cortex or hippocampus over the given time period (Figure S12B, C and Figure S7B).

## The hypoxic seizure response gene set is enriched in Wnt and mTOR pathway components

More biological content for the *In vitro response* *(BIC or 4AP)* group of genes can be inferred by browsing among profiles of the genes most induced in hippocampus at 12h (heat map, Figure S13). We find for instance i) the semaphorin genes SEMA6A and SEMA3A, coding for activating and inhibitory ligands of Plexin-A4 respectively, and also involved in angiogenic signaling [5], ii) the genes SHANK2 and HOMER1, coding for important post-synaptic scaffolding proteins, iii) genes WNT2, DVL3 and SFRP2, coding for ligand, and transducing and inhibitory members, respectively, of the Wnt signaling pathway, iv) genes GABRA4 and mGLUR2 (GRM2), for receptor components of GABAergic and metabotropic glutamatergic synaptic signaling, respectively, and v) GLAST1 (SLC1A3), coding for a glutamate transporter abundant in astrocytes.

Enrichment of the *Hypoxia response* gene set (Figure S14), with induction of hypoxia response target genes VEGFA and CREBBP, is consistent with the occurrence of hypoxia, and can be considered another positive control for the experiment.

The small group of *Axonal guidance* genes (Figure S18) includes members such as the SEMA3A and SEMA6A, already noted above in connection with *In vitro response* *(BIC or 4AP)*. The small *Autism associated* group (Figure S19) includes again neuroligin-3 (NLGN3)[6, 7] and GABRA4, the latter also noted in connection with *In vitro response* *(BIC or 4AP)* and observed in gene expression profiling of acute models of acquired epilepsy[8].

**References**

1. Jensen FE (2002). The role of glutamate receptor maturation in perinatal seizures and brain injury. *Int J Dev Neurosci.* **20**:339-47
2. Zhou C, Jensen FE, Sucher NJ (2009). Altered development of glutamatergic synapses in layer V pyramidal neurons in NR3A knockout mice. *Mol Cell Neurosci.* **42**:419-26.
3. Pilli J, Kumar SS (2012). Triheteromeric N-methyl-D-aspartate receptors differentiate synaptic inputs onto pyramidal neurons in somatosensory cortex: involvement of the GluN3A subunit. *Neuroscience* **222**:75-88.
4. Kumar SS, Huguenard JR. (2003). Pathway-specific differences in subunit composition of synaptic NMDA receptors on pyramidal neurons in neocortex. *J Neurosci.* **23**:10074-83.
5. Kigel B, Rabinowicz N, Varshavsky A, Kessler O, Neufeld G (2011). Plexin-A4 promotes tumor progression and tumor angiogenesis by enhancement of VEGF and bFGF signaling. *Blood* **118**:4285-96.
6. Tabuchi K, Blundell J, Etherton MR, Hammer RE, Liu X, Powell CM, Südhof TC (2007). A neuroligin-3 mutation implicated in autism increases inhibitory synaptic transmission in mice. *Science* **318**:71-6
7. Varoqueaux F, Aramuni G, Rawson RL, Mohrmann R, Missler M, Gottmann K, Zhang W, Südhof TC, Brose N (2006). Neuroligins determine synapse maturation and function. *Neuron* **51**:741-54.
8. Roberts DS, Hu Y, Lund IV, Brooks-Kayal AR, Russek SJ (2006). Brain-derived neurotrophic factor (BDNF)-induced synthesis of early growth response factor 3 (Egr3) controls the levels of type A GABA receptor alpha 4 subunits in hippocampal neurons. *J Biol Chem.* **281**: 29431-5.

# Supplementary material for: Gene Expression Profiling of a Hypoxic Seizure Model of Epilepsy Suggests a Role for mTOR and Wnt Signaling in Epileptogenesis
**Source:** PLoS One. 2013 Sep 27;8(9):e74428. doi: 10.1371/journal.pone.0074428
**Supplement:** File S8 — Supplementary Methods. Mathematical details for the regulated KS analysis.

Supplementary Methods for:

Gene expression profiling of a hypoxic seizure model of epilepsy suggests a role for mTOR and Wnt signaling in epileptogenesis

Joachim Theilhaber, Sanjay N. Rakhade, Judy Sudhalter, Nayantara Kothari, Peter Klein, Jack Pollard, Frances E. Jensen.

**Regulated KS analysis for gene set enrichment analysis of the hypoxia response**

Gene sets were scored for enrichment against the entire profile of log2-ratios of hypoxia to control intensities for 14,405 genes, using an algorithmic extension of the Kolmogorov-Smirnov (KS) test which we have denoted “regulated KS analysis”. In computing enrichment, the regulated KS analysis accounts for the sign of regulation of each gene as specified in the input gene set, as well as its identity.

Briefly, consider a query gene set representing a biological pathway, with *ku* genes known to be positive regulatees and *kd* genes known to be negative regulatees of the pathway (with subscripts *u* and *d* standing for “Up” and “Down” regulation, respectively), the gene set containing a total of *k* = *ku* + *kd* genes. For a given target profile of *n* expression values (*n* = 14,405), for which enrichment of the query gene set is to be determined, the expression values are first transformed into ranks, with rank = *1* corresponding to the largest value and rank = *n* to the smallest value in the profile. The empirical cumulative distribution functions (CDFs) of the ranks of the *ku* and *kd*positiveand negative regulatees of the gene set are then independently estimated, and the maximum (signed) deviations *du* and *dd* from the CDF for a uniform distribution are computed (*du* and *dd*. are signed versions of the usual Kolmogorov-Smirnov positive-value statistic |*d|* [1]. A single test statistic combining *du* and *dd* is then formed,

Note that as statistic, *dUpDown* has a number of desirable properties: it has a well-defined scale (-1 ≤ *dUpDown* ≤ 1), has continuous behavior as *kd* or *ku* → 0, and it weighs the contribution from each regulatee group in proportion to its membership, so that e.g. a small and noisy set of negative regulatees will not overwhelm the signal from a complementary, larger set of positive regulatees, and vice-versa.

Because the sampling distribution of *dUpDown* under the null hypothesis of uniform sample distributions is not known analytically (unless *kd* or *ku* = 0, in which case it is just given by the analytic KS distribution function, as given below), we generate it on-the-fly by computing *nr* = 100,000 random samples

where ξu and ξd are independent random samples generated from the analytic KS distribution function[1]

The empiricalProb*(d* > dUpDown)* is then estimated (cumulatively, on the fly), and this is used to compute a two-sided P-value *PUpDown* against the null hypothesis that the regulatees have random incidence in the sorted expression profile.

Alongside the P-value *PUpDown*, an activation status *aUpDown* is assigned to the entire pathway represented by the gene set through the rule

To quantify the degree of enrichment and not just its significance, in addition to the statistic *dUpDown*, “left” and “right” enrichments scores *CL* and *CR* are computed from robust approximations of the slopes at the origin of the CDFs for positive and negative regulatees, respectively. Briefly, for a given quantile *q,* the enrichment *C(q)* of the CDF is defined by

where *xq* is the corresponding quantile in the population. For computation of *CL* and *CR* the first quartile is used here, with *q* = 0.25.

The cumulative distributions of positive and negative regulatees are graphically displayed together in a “KS plot”, where fractional rank in the sample (the regulatee group) is plotted against fractional rank in the population (all genes represented on the microarray) for each regulatee group in turn (see for instance Figure S20A). Color coding of the distribution curves is red for positive and green for negative regulatees. The 95% confidence limits that obtain under the null hypothesis of random incidence of the regulatees in the population is also indicated in the plot (for the total number *k = ku + kd* of regulatees). Large enrichments correspond to widely separated positive and negative regulatee distribution curves, with sharp slopes at the ends.

To more fully characterize the gene set relative to the given target profile, we also determine the subset consisting of only “leading-edge” genes[2]: for each set of regulatees separately, these are the genes that occur in the ranked lists up or down to the maximum absolute values of the KS statistics *du* and *dd*, respectively.

We note that the approach embodied in the gene set enrichment analysis was all the more useful in this study as fold-changes for individual genes were generally moderate. The algorithmic focus on gene sets, rather than on a single gene at a time, enables one to pool many moderate effects, so as to gain statistical power in detection of activity at the level of entire pathways or functional categories.

**Unsupervised filtering and clustering of genes for the developmental time course**

After mapping of probeset intensities to genes in the gene expression data matrix, for each gene in turn a sum-of-squares statistic was computed,

where *m* = 142 is the number of samples in the gene expression data matrix, and *Ri* a robust estimate of the ratio of intensity for the *i*-th sample to the mean intensity,

where *xi, i = 1, . . . , m*, denote individual intensities for the given gene, *σi, i = 1, . . ., m,* the corresponding estimated standard deviations of the intensity measurements (Theilhaber, 2001[3]), and denotes the mean intensity across all samples. The function Sym(*R*), defined by

is a log-like function with property Sym(*R*) = - Sym(*1/R*) which provides equal emphasis on ratios *R* >> *1* and *R* << *1.* The sum-of-squares statistic is approximately proportional to a - distributed variable (with prefactor and degrees of freedom determined empirically). is largest for genes with many moderate deviations and/or a few large deviations from the mean, and hence detects genes with significant variation across the entire breadth of samples. In generating Figure 2, the data matrix was sub-setted to the 1,000 genes out of 14,405 which had the largest values of . Profiles were standardized and then clustered on genes using a self-organized map.

**References**

1. Keeping ES (1995). *Introduction to Statistical Inference* (Dover, New York) p. 256.
2. Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, Paulovich A, Pomeroy SL, Golub TR, Lander ES, Mesirov JP. (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci* *U S A.* **102** : 15545-50.
3. Theilhaber J, Bushnell S, Jackson A, Fuchs R. 2001. Bayesian estimation of fold-changes in the analysis of gene expression: the PFOLD algorithm. *J Comput Biol.* **8**: 585-614.

How the deposited data were processed for this re-analysis (not part of the article)

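Gene expression was measured in the hippocampus and cortex of P10 Long-Evans rat pups of 3 treatments, normoxia (noHS), hypoxic seizures (HS) and hypoxic seizures followed by NBQX (HS+NBQX), at 1, 6, 12, 48 and 168 h. The 142 libraries come from 74 pups of 11 litters. Treatment, tissue, time, litter and replicate number were taken from the sample labels and set against the paper's methods. The place on the plate came from the paper's supplementary description of the experimental design. Seizure measures came from the sample labels, with each pup counted once.

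The deposited values are microarray intensities on a linear scale, 1 value per probe set and library. The authors hybridised HT Rat Focus arrays, summarised each scan with MAS5, and rescaled each array linearly so that the upper quartile of the intensities with a present call is common to all arrays. They left out 2 scans for a potential swap of tissues. The version of MAS5 is not given in the sources used here, and present calls were not used here. The rescaling is thus already in the values, and no other scaling was added for the values given in the text. The 66 control probe sets of the array were tested with the others and were not considered for naming.

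Intensities at or below the smallest positive intensity of 0.0526 were set to it, and log2 was taken. Fits used limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean-variance trend) over all 24249 probe sets, with Benjamini-Hochberg adjustment over them and a threshold of 0.05. Each comparison was fitted on the libraries of its own groups, with 1 mean per treatment and time. A treatment difference is the mean of the differences at the 5 times with equal weight. The difference of the HS response between the tissues, and its change with time, were tested as interaction terms. A slope on the seizure count was fitted over HS and HS+NBQX libraries together. Permutation tests of seizure measures used 1e+05 permutations and were two-sided. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 did the other steps.

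The fits were tested on simulated data before use, with 100 changed probe sets per fold size. For the HS response in cortex, 69 of 100 changed by 0.5 on the log2 scale and 86 of 100 changed by 1 were recovered. For the NBQX response these numbers were 74 and 81 in hippocampus and 68 and 89 in cortex, for 168 h against 1 h they were 26 and 53 in hippocampus and 30 and 61 in cortex, and for hippocampus against cortex 66 and 81. Arrays have no read depth, so the number of arrays and the brightness of a probe set limit the precision.

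The files and tables at hand do not pair probe sets with gene names, so counts are of probe sets where counts of genes had been planned, and probe sets are given by their identifier. At most 2 that rose and 2 that fell are named per comparison, by a rule set before the data were examined: the largest differences among the called probe sets and, for a difference averaged over times, among those with the same direction at all 5 times. Tests of gene lists, values of genes named by the paper, and the alternatives with 1 probe set per gene, the probe set with the smallest p or another correlation in list tests were therefore not run. Gene names appear only beside the paper's own tabulated values, which had been seen before. Of the paper's File S2, 1060 of 1399 genes were readable, and 260 of the genes of its 261-gene table, so no overlap or set test was run on them.

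Each gene of the readable tables was also matched, without using its name, to a probe set whose fitted p-values equal the printed ones (natural log of p within 0.04, log2 ratio within 0.3) in at least 8 of 20 comparisons. This gave a probe set for 1134 of 1250 genes, and no match among decoy pairs, of which the best reached 7. The tolerances were set after the data were examined, and these matches serve only to compare the sets of libraries behind the printed p-values.

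Alternatives set before the data were examined were quantile normalization, a common median for all arrays, a pseudocount of 32, leaving out probe sets under the 40th percentile of mean log2 intensity, eBayes without trend, array weights, the methods' ANOVA or t-test, all 3 treatments in one fit, blocks for replicate number, litter, animal, plate column and plate row, and leaving out each time, each library, or the 13 libraries of the 168 h litter that lie on the plate of the other tissue. The plate as a fixed factor (for the tissues also with all 3 treatments in one fit), the upper quartile of each array, the 3' to 5' ratio (the mean of 3 controls, or each alone) and the seizure count as covariates, and the methods' ANOVA without log2 were chosen after the data were examined. Replicate numbers did not pair the libraries. Libraries of different treatments with the same number had a median correlation of their deviations from the group mean between -0.035 and 0.087, and 115 of 134 such pairs shared a litter.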

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

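The test of the plate in the comparison of the tissues, the fits with array brightness or a 3' to 5' ratio as a covariate, and the ratios of differences with a covariate to those without, were chosen only after results were seen, as was the decision to judge the tissues apart.

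Averaged over the 5 times, many probe sets differed between HS and noHS in each tissue, and each plate column held libraries of 1 treatment, so technical explanations were set against an effect of the treatment. The tables argue against hybridization in hippocampus, where 0 of the 18 probe sets for transcripts added at that step were called (-0.038 to 0.069 on the log2 scale). Labelling is not decided there, since its 24 control probe sets had a median standard error of 0.337 against median called differences of 0.328 and -0.191. The paper does not say whether transcripts for these controls were added. With both kinds together 2.4% were called. The tables also argue against a linear trend over plate columns as the whole cause in cortex. There, the change predicted by the slope within groups was -0.253 of the treatment difference in the median (-0.434 to 0.474 in 100 shuffles of the columns). They argue against a linear trend with array brightness or with the 3' to 5' ratio as the whole cause in either tissue. With the covariate the called differences kept a median ratio of at least 0.965 and 0.886 (brightness, hippocampus and cortex) and of 0.899 and 0.910 (the ratio of 3 controls or of each alone) among the higher and the lower ones. The slope on the mean 3' to 5' ratio was itself called for 4 probe sets in hippocampus and 0 in cortex, so its size per probe set is poorly resolved. With brightness as a covariate 96.4% of the calls were still called in hippocampus and 64.4% in cortex, where the lost ones had 0.728 of the difference and 1.256 times the standard error in the median, and with the mean 3' to 5' ratio 68.3% were in hippocampus, where the lost ones had 0.846 of the difference and 1.133 times the error, and 94.9% in cortex. Open in hippocampus is labelling. A trend over plate columns there met both bounds set for it as a cause before the data were examined. The slope had the sign that the treatment difference needs in 73.5% of the called probe sets (30.6 to 71.7% in the shuffles). Its ratio was 1.696 against -1.25 to 1.358 in the shuffles, so such a trend stays open as a cause of the hippocampal calls. RNA integrity as a part is also open there, with the mean 3' to 5' ratio at -0.95 within-group SDs from noHS. This mean joins 0.21 for GAPDH with -0.63 for beta-actin and -1.01 for hexokinase. Open in cortex are labelling and hybridization, with 45.2% of the control probe sets of both kinds called. So are other effects of the plate column, which a linear slope within groups does not test. Brightness as a part is open as well, and so is RNA integrity as a part. For the last, the mean of -0.30 SDs joins controls that went opposite ways (1.99 for GAPDH and -1.00 for hexokinase). With the ratio of GAPDH alone as a covariate 40.5% were still called (median ratio of the differences 0.922, of the errors 1.492). An effect of hypoxic seizures stays open as a hypothesis in both tissues, and 10 of the 20 noHS and HS groups spread over more than 1 plate column.

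Hippocampus and cortex differed in 51.8% of the probe sets, and each tissue lies on its own plate apart from the 13 libraries of 1 litter of 168 h. With the plate as a fixed factor the difference shrank to a median ratio of 0.474 over the called probe sets (quartiles 0.05 and 0.911), which rests on the 4 noHS libraries of that litter (0.428 to 0.509 without 1 of them), and to 0.481 with all 3 treatments in one fit, and 1845 of the 2086 and 3912 of the 4842 probe sets then called were among the first calls. Over the 975 probe sets with a difference above 2-fold the median ratio was 0.785 and 0.773. Among the 29 noHS, HS and HS+NBQX libraries of 168 h the plate itself had 9091 called probe sets. A candidate explanation for part of the smaller differences is therefore the plate, while a difference of the tissues remains open for all of them.

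The p-values that the paper prints against 1 h noHS were seldom those of the deposited 1 h noHS libraries. They were in 2.4 to 3.3% of 837 matched genes, while 71.7 to 85.9% of the p-values of the other comparisons were. These genes were picked for a probe set that matched at least 12 of the 24 printed comparisons, which by itself raises the share in the others. No other set of control libraries among 51 in hippocampus and 52 in cortex gave more than 9.26% and 9.92%. One added library would give both printed p-values for 78.6% of the genes in hippocampus and 78.4% in cortex, against 20.7% and 26.6% when the same was tried at 6 h, where the deposited libraries account for the printed values. The profile solved for such a library had correlations of 0.667 and 0.509, across genes, with the difference between the tissues. As a hypothesis, the printed values at 1 h may include a library of the other tissue in each control group, as the paper reports leaving out 2 scans for a potential swap of tissues.

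The HS response differed between the tissues for 22 probe sets, by a test of the difference itself. In cortex it changed over the 5 times for 18 probe sets, likewise by a test of the difference. The hybridization controls, which the paper does not report on, had a median log2 difference of 0.346 between HS and noHS in cortex (0.23 to 0.46 over the 18 probe sets), and of 0.402 between HS+NBQX and noHS, where 17 of 18 were called. Of the 24 probe sets for labelling controls, whose addition the paper does not state, 1 was called between HS and noHS in cortex. Their median standard error was 0.337, so a shift as large as that of the hybridization controls could go uncalled.

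A library far from the rest of its group was found in 19 of 246 groups of the named probe sets and brightness, and chance gives about 1 in 20 groups. For the upper quartile of the log2 intensities, 1 library of noHS cortex at 48 h had 8.18 with the nearest at 8.26, and 1 of HS+NBQX cortex at 168 h had 8.29 with the nearest at 8.22. In hippocampus, 1 library stood at 0.71 for 1368594_AT in HS+NBQX at 48 h (nearest 2.66), at 1.91 for 1370661_A_AT in HS at 1 h (nearest 0.23), at -0.81 for the same in noHS at 168 h (nearest 2.31), and at 3.29 for 1376388_AT in HS at 6 h (nearest 2.47). It was 0.66 for 1384644_AT in HS+NBQX at 48 h (nearest 2.30), and for 1387518_AT it was -0.90 in HS at 48 h (nearest 1.38) and -1.59 in HS at 6 h (nearest 1.93). For 1389838_AT it was 5.70 in HS at 168 h (nearest 6.21), 6.44 in HS at 6 h (nearest 7.22) and 6.59 in noHS at 1 h (nearest 5.36). In cortex, it was -1.24 for 1381732_AT in noHS at 168 h (nearest 1.57), 7.12 for 1387981_AT in noHS at 6 h (nearest 6.57), 3.35 for 1388539_AT in noHS at 12 h (nearest 4.21) and 2.63 for 1391469_AT in HS+NBQX at 6 h (nearest 0.68). For 1393490_AT in noHS it was 1.26 at 12 h (nearest 2.67) and -0.11 at 168 h (nearest 2.66), and for 1394160_AT in HS at 6 h it was 7.80 (nearest 7.22). All these values are log2 intensities.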

How the results depend on the processing

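The alternatives with the plate as a fixed factor, with a covariate, or with an ANOVA without log2 were chosen only after the results were seen. No named probe set changed its direction under any alternative that was run, while the balance of higher and lower calls turned under some. Besides those in the text, it turned for 168 h against 1 h in hippocampus to 1760 higher and 1757 lower with litter as a random block, 2134 and 1819 with the plate row, 1312 and 1263 without the 168 h litter on the other plate, and 1942 and 1716 with the methods' t-test. For the HS response it turned in hippocampus to 2568 and 2652 without dim probe sets and 2522 and 2659 with the ratio of beta-actin as a covariate, and in cortex to 1628 and 1525 with that of GAPDH. For HS against noHS in cortex it turned at 1 h to 168 and 162 with the t-test, and at 6 h to 356 lower of 799 with a common median, 554 and 529 with a pseudocount of 32, 597 and 554 with the plate row, 189 and 119 with the plate column, 468 and 451 with all 3 treatments, and 261 and 227 with the t-test. For the NBQX response in cortex it turned to 2 and 1 with the plate column, and for HS+NBQX against noHS in hippocampus to 3560 and 4438 with quantile normalization and 3197 and 3585 without dim probe sets. Of the counts, 294 values under alternatives set before and 28 under those chosen after stayed within 1.5 times the value in the text, while 74 and 8 did not. For single probe sets, 372 and 77 values stayed on the same side of the threshold, and 46 and 11 no longer passed it. The cause was not tested unless stated, and dim probe sets, whose spread between replicates is the largest, limit what can be called. Alternatives that need gene names were not run.

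With the plate column as a random block, the HS response held 2773 probe sets in hippocampus and 3526 in cortex, and 1800 in both tissues. At single times from 1 h to 168 h it held 152, 59, 412, 502 and 313 in hippocampus and 376, 308, 539, 373 and 461 in cortex. The NBQX response held 203 and 3, HS+NBQX against noHS in cortex 5873, and the set of both responses 129 in hippocampus and 2 in cortex. The replicate block, with the number of the labels as a fixed factor, moved only HS against noHS in cortex at 6 h by more than 1.5 times (686). Replicate numbers do not pair the libraries: across treatments, not every pair of the same number had a correlation over 0.1. Libraries of 1 animal in the tissues had a median correlation of 0.124 (-0.032 for other pairs), with 36 of 68 over 0.1, and 9 of the 68 animals carry different numbers in the tissues. With litter as a block, HS against noHS held 280 at 1 h and 241 at 6 h in hippocampus and 1806 at 6 h and 1355 at 48 h in cortex, and the change with time in cortex 30.

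With array weights, HS against noHS held 964, 275, 1270 and 1001 at 1, 6, 12 and 168 h in hippocampus and 2291, 1604 and 2550 at 12, 48 and 168 h in cortex. The NBQX response in cortex held 1810, the set of both responses in cortex 856, the difference of the HS response between the tissues 410, and its change with time 1 in hippocampus and 104 in cortex. The methods' t-test gave 79, 0, 44, 86 and 154 probe sets between HS and noHS from 1 h to 168 h in hippocampus (833 at 6 h at an unadjusted p under 0.01), 330, 488, 784, 411 and 86 in cortex, and 3769 between 168 h and 1 h in noHS cortex. It uses the pair of groups alone, with fewer libraries for the spread. With all 3 treatments in one fit, HS against noHS in hippocampus at 6 h held 228.

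With a common median, the NBQX response in cortex held 341, the set of both responses there 193, the difference between the tissues 12 and the change with time in cortex 8. With quantile normalization these last were 8 and 11. Without dim probe sets, which leaves fewer to adjust over, the NBQX response in cortex held 1015 and the set of both responses 502. Chosen after the results were seen, the upper quartile as a covariate gave 261 and 148 for these and turned the split of the HS response in cortex to 3706 higher and 2103 lower, the 3' to 5' ratio of GAPDH alone gave 3153 for the HS response in cortex and that of hexokinase alone 3320 for it in hippocampus, the seizure count as a covariate 290 for the NBQX response in cortex, and the plate as a fixed factor 2086 for hippocampus against cortex (4842 with all 3 treatments in one fit) and 36 for the difference of the HS response between the tissues.

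Without the 168 h litter on the other plate, 168 h against 1 h in hippocampus held 2575, HS against noHS at 168 h held 136 in hippocampus and 350 in cortex, and the difference between the tissues 96. Leaving out 1 h, 6 h or 12 h gave 484, 541 and 602 for the NBQX response in hippocampus and 280, 342 and 316 for the set of both responses there. In cortex the NBQX response held 289 without 1 h, 91 without 12 h and 1.1e+02 without 48 h (22 higher and 83 lower in HS+NBQX), and the set of both responses 101, 181, 51, 56 and 464 without each time in turn.

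Leaving out each library in turn, HS against noHS from 1 h to 168 h ran in hippocampus from 2.1e+02 (179 higher and 34 lower in HS) to 782, 69 to 238, 417 to 1006, 540 to 1516 and 359 to 851, and in cortex from 818 to 1677, 605 to 1174, 864 to 1419, 551 to 954 and 579 to 1979. The NBQX response in cortex ran from 467 to 1209, the set of both responses from 225 to 530, the difference between the tissues from 17 to 43, and the change with time from 0 to 1 in hippocampus and from 6 to 33 in cortex. Libraries whose omission moved a count by over 1.5 times were, for HS against noHS in hippocampus at 1 h, replicates 2 (249) and 3 (the lowest value) of noHS at 1 h, 1 of noHS at 48 h (782), and 2 (233) and 3 (299) of HS at 1 h; at 6 h, 2 (88) and 4 (96) of noHS at 6 h, 1 of noHS at 48 h (238), and 1 (69), 3 (77) and 4 (76) of HS at 6 h. At 12 h they were 1 (438) and 4 (417) of noHS and 3 of HS (502), at 48 h 4 of noHS (1516) and 3 of HS (540), and at 168 h 2 of noHS (376) and 3 of HS (359), each of that time. In cortex they were 3 (837) and 4 (818) of noHS at 1 h, 1 (630) and 3 (605) of HS at 6 h, 3 of HS at 12 h (864), and 5 of HS at 48 h (551). For HS against noHS in cortex at 168 h they were 2 (731), 3 (579) and 4 (1979) of noHS and 2 (1714), 3 (652) and 4 (721) of HS at 168 h. For the NBQX response and the set of both responses in cortex they were replicates 1 (1209 and 530) and 2 (1122 and 474) of HS at 168 h. The difference between the tissues moved without replicate 2 of noHS hippocampus at 6 h (34) or 48 h (34), 4 of it at 168 h (38), and 4 (43) and 5 (39) of noHS cortex at 168 h. The change with time held 1 in hippocampus without replicate 2 of HS at 12 h or 1 of HS at 168 h. In cortex it held 7, 8 and 10 without replicates 1, 3 and 4 of noHS at 1 h, 9, 8 and 33 without 2, 3 and 4 of noHS at 168 h, 11, 9, 6 and 9 without 1, 2, 3 and 5 of HS at 1 h, and 29, 11 and 10 without 1, 3 and 4 of HS at 168 h.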

Differences from the paper's values

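All alternatives named here were set before the data were examined. The paper selected probe sets and counts the genes they map to, while the counts here are of probe sets, so the values are not on the same footing. At the paper's false-discovery rate of 0.25, the HS response held 1049 genes in hippocampus in the paper and 9685 probe sets here, and none of 18 alternatives came within 1.5 times the paper's value (6168 to 10380). In cortex the paper gives 969 genes and the present value is 11496, with none of 18 alternatives near it (7192 to 12297). For both tissues the paper gives 619 genes in its results and 621 in its methods. Called in both in the same direction were 6495 here (4021 to 6959 in 17 alternatives, none near), and 6659 without regard to direction. For either tissue the paper gives 1399 genes and the value here is 14522 (11631 to 14469 in 2 alternatives, none near). The overlap given by chance is 71 genes in the paper and, without regard to direction, 4591 probe sets here (4548 to 5631 in 2 alternatives, none near).

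For the NBQX response in hippocampus at the same rate, the paper gives 616 genes and the value here is 3238. Of 18 alternatives (659 to 3923), the plate column as a random block gave 659, which lies within 1.5 times the paper's value, and the other 17 did not come near. The largest p among the selected was 0.00335 in the paper and 0.0334 here (0.0331 to 0.0614 in 2 alternatives, none near). At the paper's p, 1212 probe sets pass here. In cortex, at the paper's unadjusted p of 0.01, the paper gives 267 genes in its results and 257 in its methods, against 1904 here. Of 18 alternatives (309 to 2752), again the plate column as a random block gave a value within 1.5 times the paper's, 309, and the other 17 did not. For the genes of both the HS and the NBQX response, the paper gives 235 in hippocampus, 54 in cortex and 257 in either, against 1949 (431 to 2359 in 17 alternatives), 1180 (156 to 1761 in 17) and 2784 (2762 to 3077 in 2) here, with no alternative near. No omission of a single library brought the counts for 1 tissue, or for the HS response in both tissues, within 1.5 times the paper's value, and the values for either tissue and for chance were not computed with a library left out.

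The paper states that many more genes of its HS response were induced than repressed. At its false-discovery rate, 6550 of the probe sets called in either tissue were higher in HS and 7972 were lower here, by their mean difference over both tissues. A probe set called in 1 tissue thus takes its direction from both. Among calls over 2-fold more were higher, as in the paper. It also states that most genes of the set responding to both treatments were higher after NBQX. Of the probe sets of that set in either tissue, 1405 were higher and 1379 lower in HS+NBQX here, while in hippocampus more were higher, as in the paper: of 1949, those higher with NBQX were 1064 that were higher and 218 that were lower in HS, and those lower with NBQX were 478 that were lower and 189 that were higher in HS. The paper places the largest response at 12 h. Among calls over 2-fold higher in HS, with the authors' scaling, the most were at 12 h here too. They numbered 139 in hippocampus and 148 in cortex, against at most 59 and 79 at another time. The hippocampal groups at 12 h hold 4 HS and 4 noHS libraries. Limma's F test of a change of the HS response over time called 0 probe sets in hippocampus and 18 in cortex, so these counts do not establish a peak at 12 h. By number, the most calls were at 48 h in hippocampus (891 against 792 at 12 h) and at 1 h in cortex (1544 against 1343), while the most calls of probe sets higher in HS were at 12 h in both tissues with the authors' scaling. Of the alternatives set before the data were examined, array weights and the litter block put the most calls at 12 h in hippocampus (1270 and 1018). In cortex, quantile normalization, a common median, the litter block, the plate column as a random block and the methods' t-test put the most at 12 h (1321, 1504, 1950, 539 and 784).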

Other observations

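The tests of the 3' to 5' ratio and of array brightness given here were chosen after the data were examined, and the others were set before.

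After hypoxic seizures and NBQX together, more probe sets differed from the normoxic pups than after seizures alone. Averaged over the 5 times, 7389 probe sets differed between HS+NBQX and noHS in hippocampus, 3836 higher and 3553 lower in HS+NBQX, at an adjusted p under 0.05 from limma, a balance that turned to 3075 higher and 5279 lower with every array shifted to the same median. In cortex 9467 differed, 3470 higher and 5997 lower, and 5873 did with the plate column as a random block. The called differences over 2-fold were mostly upward, with 181 higher and 40 lower in hippocampus and 138 higher and 56 lower in cortex. From 1 h to 168 h the calls numbered 1476, 1222, 2047, 2497 and 1136 in hippocampus and 2087, 2930, 5058, 2398 and 1365 in cortex. The numbers of calls were not tested against those of HS, and the HS+NBQX plate columns lie farther from those of noHS than the HS columns do. Technical measures of the libraries also differed from noHS: the mean 3' to 5' ratio of the control probe sets in hippocampus was at -1.47 within-group SDs in HS+NBQX and -0.95 in HS (two-sided permutation tests, p = 7e-05 and 0.00343), and the upper quartile of the log2 intensities in cortex was at -2.11 and -1.39 (p = 1e-05, the smallest the permutations can give, and 5e-05).

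Probe set 1394160_AT stayed higher in the treated pups whether or not they had received NBQX. In HS+NBQX hippocampus its mean log2 intensity was 7.77 ± 0.15 (SD, n = 4) at 1 h and 8.25 ± 0.30 (SD, n = 4) at 168 h, and it was 2.15 higher than in noHS over the 5 times (adjusted p = 1.58e-20 from limma). In cortex it was 7.00 ± 0.10 (SD, n = 4) at 1 h and 7.49 ± 0.10 (SD, n = 5) at 168 h, and 1.65 higher than in noHS (adjusted p = 1.01e-20 from limma). In noHS cortex it fell from 6.62 ± 0.35 (SD, n = 4) at 1 h to 4.91 ± 0.19 (SD, n = 5) at 168 h (adjusted p = 1.1e-05 from limma). Between HS+NBQX and HS it was not called (adjusted p = 0.587 in hippocampus and 0.467 in cortex from limma).

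The hypothesis was that expression in HS and HS+NBQX changes with the seizure count within treatment and time. The limma slope was called for 0 probe sets in hippocampus and 0 in cortex (934 and 1135 at an unadjusted p under 0.05). Against a count of 0 the splits decide nothing, since all 100 reach it by construction (highest other 2 and 1070).

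For each comparison the treatment, time or tissue labels were also regrouped, 100 groupings in all including the real one. Single libraries were moved without regard to litter or plate column, so an effect of either is not tested. Only the real grouping (1 of 100) reached its own count for the HS response in hippocampus (5220 against a highest other of 393) and cortex (7062 against 1). So it was for the NBQX response (1023 against 9 and 649 against 1) and HS+NBQX against noHS (7389 against 11 and 9467 against 180). For 168 h against 1 h (4196 against 2 and 6252 against 4261) it was likewise. The tissues (12557 against 0) and the difference of the HS response between them (22 against 1) gave the same. The same held for HS against noHS in hippocampus at 1 h (489 against 2), 6 h (145 against 3), 12 h (792 against 2) and 48 h (891 against 2), and in cortex at 1 h (1544 against 13), 6 h (1039 against 2), 12 h (1343 against 221) and 48 h (867 against 1). At 168 h, 3 groupings reached 583 in hippocampus (highest other 2690) and 5 reached 1119 in cortex (highest other 2954). These shares were not adjusted over the comparisons, so chance is excluded in neither tissue. For the change of the HS response with time, the groupings decide nothing in hippocampus. There, 0 calls by limma (956 at an unadjusted p under 0.05) are reached by all 100 by construction (highest other 469). In cortex 4 groupings reached 18 (highest other 1192), so chance is not excluded there. Groupings with several times the real count point to a structure of the libraries other than the labels. At 168 h the libraries of 1 litter lie on the plate of the other tissue, and without that litter the calls between HS and noHS were 136 in hippocampus and 350 in cortex.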
